# Differential functional roles of fibroblasts and pericytes in the formation of tissue-engineered microvascular networks in vitro

**DOI:** 10.1038/s41536-019-0086-3

**Published:** 2020-01-06

**Authors:** Natalia Kosyakova, Derek D. Kao, Maria Figetakis, Francesc López-Giráldez, Susann Spindler, Morven Graham, Kevin J. James, Jee Won Shin, Xinran Liu, Gregory T. Tietjen, Jordan S. Pober, William G. Chang

**Keywords:** Tissue engineering, Cell adhesion, Gene expression, Regenerative medicine, Cell biology

## Abstract

Formation of a perfusable microvascular network (μVN) is critical for tissue engineering of solid organs. Stromal cells can support endothelial cell (EC) self-assembly into a μVN, but distinct stromal cell populations may play different roles in this process. Here we describe the differential effects that two widely used stromal cell populations, fibroblasts (FBs) and pericytes (PCs), have on μVN formation. We examined the effects of adding defined stromal cell populations on the self-assembly of ECs derived from human endothelial colony forming cells (ECFCs) into perfusable μVNs in fibrin gels cast within a microfluidic chamber. ECs alone failed to fully assemble a perfusable μVN. Human lung FBs stimulated the formation of EC-lined μVNs within microfluidic devices. RNA-seq analysis suggested that FBs produce high levels of hepatocyte growth factor (HGF). Addition of recombinant HGF improved while the c-MET inhibitor, Capmatinib (INCB28060), reduced μVN formation within devices. Human placental PCs could not substitute for FBs, but in the presence of FBs, PCs closely associated with ECs, formed a common basement membrane, extended microfilaments intercellularly, and reduced microvessel diameters. Different stromal cell types provide different functions in microvessel assembly by ECs. FBs support μVN formation by providing paracrine growth factors whereas PCs directly interact with ECs to modify microvascular morphology.

## Introduction

Microvascular network (μVN) formation is critically important for tissue engineering of organs too thick to be maintained by diffusive nutrient transport alone. We and others have generated human EC-derived microvascular networks (μVNs) in vivo within gels implanted into immunodeficient mice.^1^ However, human ECs suspended in the same gels in vitro initially assemble into cords but fail to fully form a μVN as the cells typically die between 24 and 36 h. To improve vascularization, in previous experiments, we have overexpressed Bcl-2 to reduce the apoptotic response of human umbilical vein endothelial cells (HUVEC) in collagen/fibronectin matrices.^2,3^ More recently, we have utilized human ECs differentiated from human endothelial colony forming cell (ECFCs) that also form vessels in vivo and have much greater replicative life spans than HUVECs, an important advantage for tissue engineering.^4^ However, like HUVECs, untransduced ECFC failed to form stable μVNs in vitro. Although Bcl-2 overexpression does not seem to cause transformation or give rise to tumors in vivo, there is still concern about this approach in clinically implanted tissues.

Microvessels are normally surrounded by extracellular matrix, stromal FBs, and supporting PCs that are intimately associated with the endothelium and share a common basement membrane. FBs are believed to be the principal cells of stromal tissue with critical roles in synthesis of extracellular matrix. FBs have key roles in the development and morphogenesis of tissues and organs.^5^ In contrast, PCs are critical for vascular development and for stabilization of the microcirculation. They are thought to regulate vascular tone, permeability, and have immunological functions.^6^ Genetic or acquired deficiencies in PC coverage of endothelial-lined capillaries result in abnormal microvasculature characterized by increased microvessel diameter and increased permeability.^7–9^

Thus, important biological questions arise about the roles of stromal cell types such as FBs and PCs in successful microvascular tissue engineering. In previous studies, FBs have been shown to support EC sprouting and lumen formation after being seeded onto collagen coated dextran beads within 3D fibrin gels. Secretion of FB factors is thought to be important in this angiogenic response.^10,11^ We have been using human PCs derived from post-partum placental tissue. We believe that these readily attainable cells are very useful for microvascular engineering applications. We have observed that cultured human placental PCs invest tissue-engineered human microvasculature when implanted in vivo,^12,13^ and that the presence of human PCs led to mural coverage, decreased vessel size, and permeability in tissue-engineered microvessels.^12^

Therefore, we believe that host stromal and EC interactions are critically important for the formation of μVNs. This is supported by observations that non-transduced human ECs formed robust μVNs when co-implanted with human mesenchymal stem cells,^14^ human lung FBs,^15,16^ or mouse 10T1/2 cells.^17^ Others have described that human lung FBs can support EC survival and μVN formation in fibrin gels within a microfluidic device.^8,9^ These concepts and previous experimental investigations prompted us to compare the differential functions of FBs and PCs on ECFC-derived microvascular networks in an in vitro microfluidic chamber containing cells suspended in fibrin hydrogels. Here we report that these two stromal cell types are indeed distinct and play very different roles in μVN formation.

## Results

### Co-culture of ECs and FBs within microfluidic devices

In previous studies, we have observed that implantation of ECFCs alone in vivo leads to formation of robust μVNs.^4,18^ However, within microfluidic devices, ECFCs alone are not sufficient to form μVNs (Fig. 1a). Indeed, ECFC cords started to emerge by day 3, but began to deteriorate by day 5 and never achieved perfusable networks. Next, we investigated whether addition of a commonly utilized, commercially available normal human lung FBs could improve μVN formation. We found that a minimum of 2.5 × 10^5^ FBs per ml were needed to improve μVN density. Furthermore, microvessel diameter and anastomoses with the inlet and outlet pores also increased with addition of FBs (Fig. 1a). In subsequent experiments, we used 2.5 × 10^6^ FBs per ml of matrix when co-cultured with ECFCs. We confirmed that μVNs were perfusable in the ECFC and FB co-cultured devices by flowing fluorescently labeled beads through the channels (Supplementary Movie 1). Although most experiments we performed were in cultured devices for 7 days, we wanted to see how μVNs behaved in long-term culture. We thus observed the morphology of μVNs derived from co-cultured ECFCs with FBs for 27 days in the microfluidic devices. Beyond 9 days, microvessel density and diameters declined (Fig. 1b).

**Fig. 1:**
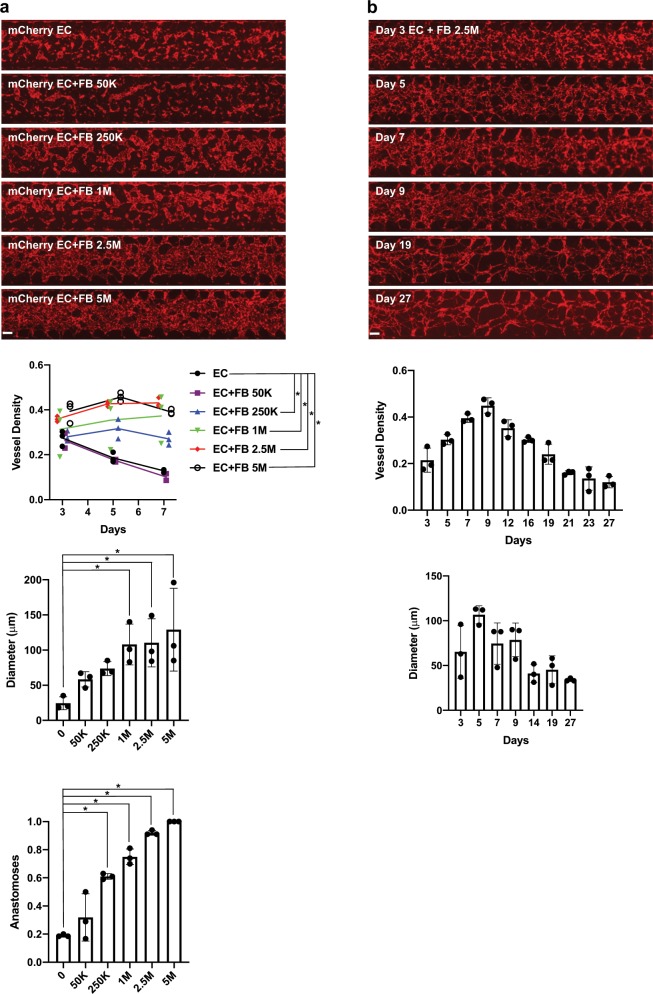
FBs stabilize μVNs. **a** Microfluidic devices with FB titration cultured for 7 days. EC concentrations were 1.0 × 10^7^ cells per ml and FBs ranged from 5.0 × 10^5^ to 5.0 × 10^6^. Graphs quantify vessel density, diameter, and anastomoses within microfluidic devices. Statistically significant differences between groups are indicated by asterisks (*). **b** Long-term culture of microfluidic devices with 1.0 × 10^7^ ECFCs per ml and 2.5 × 10^6^ per ml FBs. Graphs quantify vessel density and diameters over the long time-course. Scale bars of tile images are 250 µm.

### Co-culture of PC modified microvessel diameters

Given that PCs are known to stabilize microvessels in vivo, we investigated whether PCs co-cultured with ECFCs could also support the formation and maintenance of microvessels. Surprisingly, unlike FBs, PCs co-cultured with ECFCs did not yield stable μVNs. Vessel density, anastomoses, and diameter were significantly reduced when FBs were not included, even when PCs were added at the same concentration (Fig. 2a).

**Fig. 2:**
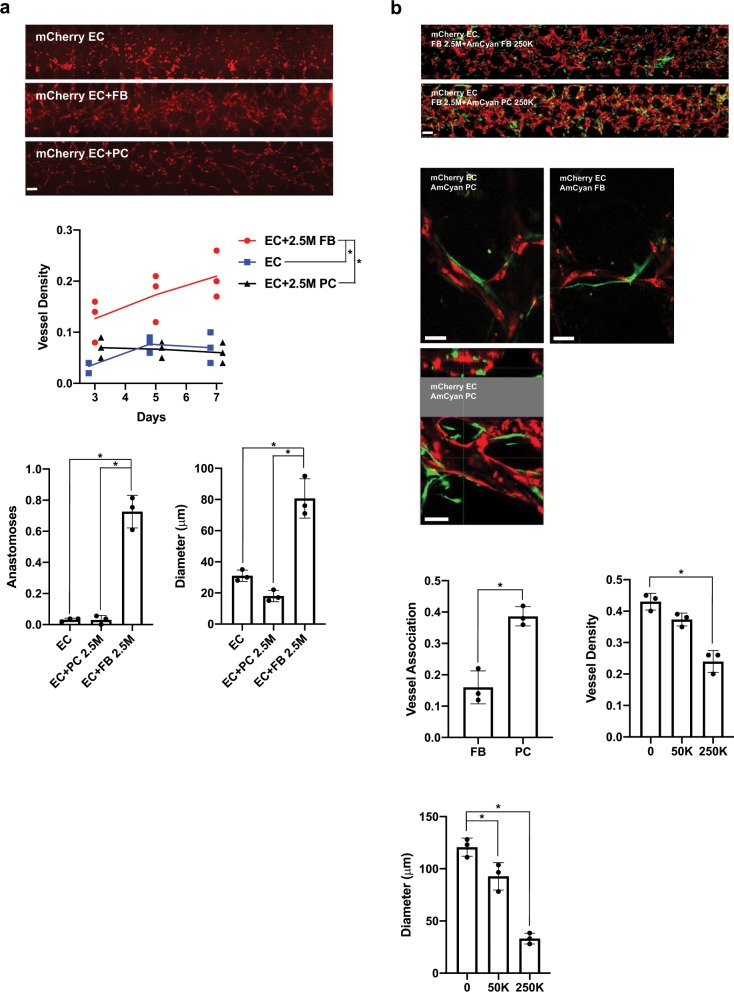
PCs are closely associated with and reduce the lumen diameters of μVNs. **a** Microfluidic devices cultured for 7 days with 1.0 × 10^7^ ECFCs per ml or ECFCs with 2.5 × 10^6^ per ml PCs or FBs. Graphs quantify vessel density, anastomoses, and vessel diameters. **b** (Top) Tiled epifluorescence images of microfluidic devices cultured for 7 days with 1.0 × 10^7^ ECFCs, 2.5 × 10^6^ FBs, and 2.5 × 10^5^ AmCyan FBs or 2.5 × 10^5^ per ml of AmCyan PCs. (Middle) Confocal microscopy of EC-PC and EC-FB interactions. Second EC-PC image contains z-stack through the microvessel showing interaction of PCs with ECs through thickness of a single microvessel. (Bottom) Graphs quantify stromal-EC association (after analysis by confocal microscopy and z-stacks), vessel density, and diameters with PC titration. In all microscopy, EC express mCherry (red) and PCs or FBs express AmCyan (green) as indicated. Tiled image scale bars are 250 µm and confocal image scale bars are 75 µm. Statistically significant differences between groups are indicated by asterisks (*).

Having observed that ECFCs and PCs were not sufficient to form stable μVNs, we co-cultured PCs with ECFCs and FBs to examine the effects of PCs on the μVNs (Fig. 2b). We observed that the addition of PCs reduced the diameters of the microvessels formed. The mean diameter of the microvessels with no PC incorporation was 120 μm, however, the mean diameter of μVNs with 2.5 × 10^5^ PCs per ml were 33 μm. In addition, there was an observable dose effect as diameters decreased with increasing PC number. We also observed that PCs were more closely associated with the microvessels formed than FBs when we examined μVNs by confocal microscopy. Fifty AmCyan fluorescently labeled FBs or PCs were individually examined by confocal microscopy and were identified as either associated with mCherry labeled microvessel or not associated after examination of serial sections of a z-stack. Of the counted cells, 16% of FBs were associated with microvessels, while 39% of PCs were associated with microvessels. PCs were significantly more likely to be associated with microvessels.

### RNA-seq comparison of FBs and PCs

Given the differences that we observed within the microfluidic devices when ECFCs were co-cultured with FBs or PCs, we used RNA-seq to compare bulk gene expression profiles of the FBs and PCs. 

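The comparison used 6 RNA-seq libraries, 1 for each of 3 FB donors and 3 PC donors. The FBs were human lung fibroblasts at passage 4 and the PCs were human placental pericytes at passage 3. The authors trimmed and aligned the strand-specific paired-end reads of both cell types to hg38 with HISAT2 (version 2.1.0), excluded low-quality alignments, and produced gene counts with StringTie (version 1.3.3b) restricted to GENCODE genes. The deposited counts cover 58288 genes in the 3 FB libraries, with totals of 46084569, 33097183 and 35255934 counts. Mitochondrially encoded mRNAs took 5.02% of the counts in FB library 1, 18.3% in FB library 2 and 17.0% in FB library 3.
PC expression was taken from the paper's DESeq2-normalized counts in Supplementary Data 1, of which the first 1998 of the 58287 rows were analysed here. Dividing the deposited FB counts by size factors of 1.13, 0.625 and 0.711 gave the FB normalized counts of that table, so FB values are on the same scale for all genes. The PC normalized counts were whole multiples of 1 read in 100% of the values above 0, within a tolerance of 0.001, at size factors of 1.33, 1.28 and 1.23. XIST and Y-linked genes were left out, and 550 of the remaining 1979 genes had at least 10 normalized counts in at least 3 libraries. These were compared between FBs and PCs with limma on log2(normalized count + 1), with Benjamini-Hochberg adjustment, and a fold change on this scale understates the change of genes with few counts. Each library came from another donor, so the p-values measure the spread between libraries of different donors. Donor cannot be told apart from culture and library preparation in this spread. The PC libraries came from an earlier publication, so cell type coincides with tissue of origin, passage and sequencing batch, and these cannot be told apart.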

We prepared and analyzed FB gene expression profiles with RNA-seq using three different donors in the same manner as previously published for PCs^19^ (Supplementary Data 1). 

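Of the 550 genes compared in both cell types, 129 were higher in FBs and 110 were higher in PCs at an adjusted p under 0.05 (limma). Among genes with at least 478 normalized counts in the higher cell type, the largest differences toward FBs included cell adhesion, secreted and signalling genes. CDH6, which encodes the cell adhesion molecule cadherin-6 and lies on chromosome 5 of hg38 from 31193686 to 31329146, had 12194 ± 5830 normalized counts in FBs (SD, n = 3 donors) and 154 ± 15.4 in PCs in the paper's normalized counts (SD, n = 3). This is a log2 fold change of 6.17 (standard error 0.38, adjusted p = 6.4e-05 from limma). ESM1, which encodes the secreted proteoglycan endocan, had 1251 ± 589 normalized counts in FBs and 17.3 ± 2.71 in PCs. The cGMP-dependent kinase gene PRKG2 differed by 7.64 on the log2 scale (standard error 0.95), with 2038 normalized counts in FB library 3 and 555 and 423 in the other FB libraries. With no PRKG2 count in PC replicate 1, this value was 6.65 without that replicate, 8.16 without PC replicate 2 and 5.81 at a pseudocount of 10. PDE1C, a cyclic nucleotide phosphodiesterase gene, was 22.5-fold higher in FBs by the ratio of means, PTGS2, which encodes cyclooxygenase-2, was 19.6-fold higher, and the ratios of NTM, WFDC1 and RGS20 were 16.0, 15.1 and 11.5. The PTGS2 ratio rested largely on FB library 3, with 1801 normalized counts against 631 and 341, and its log2 fold change ranged from 3.29 without FB replicate 3 to 4.49 without FB replicate 2. KRTAP2-3 was 10.5-fold higher, with counts that its close paralogs make uncertain, while NCEH1 was 6.43-fold and CMSS1 5.67-fold higher.
Toward PCs, GNG4, a G protein gamma subunit gene on chromosome 1 from 235547685 to 235650754, had 548 ± 29.2 normalized counts in PCs and 22.3 ± 10.8 in FBs. Its log2 fold change of PCs over FBs was 4.69 (standard error 0.42, adjusted p = 0.00035 from limma). GAS1, which encodes a co-receptor of hedgehog ligands, was 7.98-fold higher in PCs, the kinase gene WNK4 5.95-fold and GCNT4 5.88-fold. WNK4 differed between FB libraries, with 359 normalized counts in FB library 3 against 70.9 and 36.8. Its log2 fold change of PCs over FBs ranged from 2.52 without FB replicate 2 to 4.15 without FB replicate 3. DDR1, which encodes a receptor tyrosine kinase for collagen, was 4.86-fold higher in PCs at 2080 ± 496 normalized counts. LIMD2, MBOAT1 and CEACAM19 were 4.70-fold, 4.38-fold and 3.92-fold higher, the autophagy kinase gene ULK1 4.13-fold, and LAMTOR4 2.84-fold. The nuclear receptor gene NR2F1 had 21126 ± 1040 normalized counts in PCs and 5996 ± 792 in FBs. PCMTD1 was 3.50-fold higher in PCs, but lost its call without FB replicate 1 or 3 or PC replicate 1 or 2, when its adjusted p ranged from 0.055 to 0.085 in limma.
In 312 of the 550 genes (56.7%) the 3 FB libraries did not overlap the 3 PC libraries, against the 10% that chance gives for 3 against 3. The number of genes higher in PCs fell to 73 without PC replicate 2 and to 68 without PC replicate 3.

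**Figure D1:**
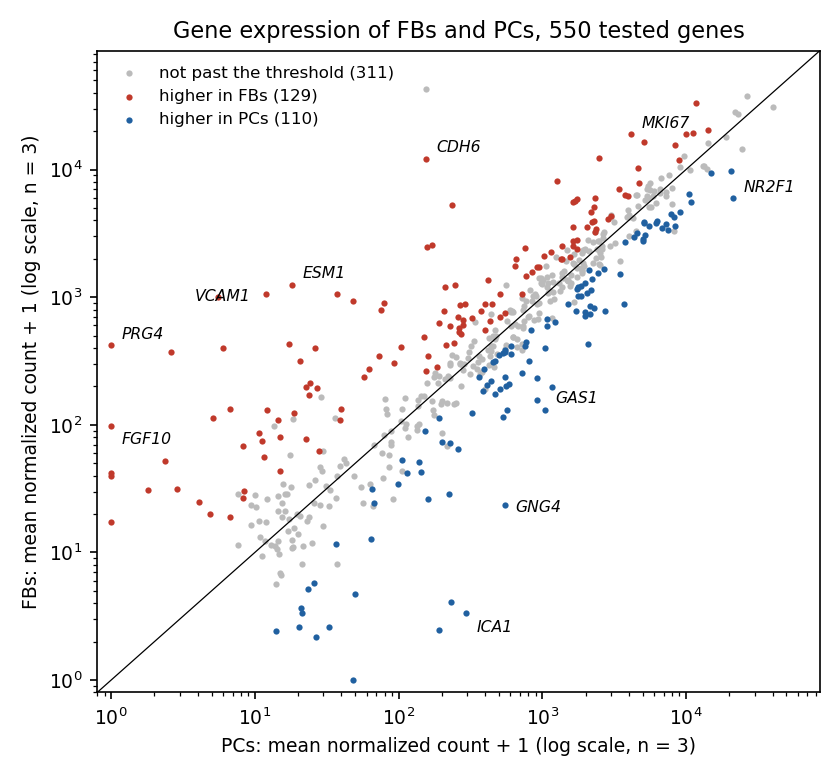
Mean normalized count plus 1 of each of the 550 tested genes in PCs (x axis) and FBs (y axis), both on log scales, with n = 3 donors per cell type; the line marks equal expression. The 129 genes higher in FBs (red) lie above the line, the 110 higher in PCs (blue) lie below it, and the 311 that did not pass the adjusted p of 0.05 are grey.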

We identified 1056 genes that were differentially expressed (*q*-value < 0.05 and log_2_[fold change]≥5; Fig. 3a). Of the differentially expressed genes, we searched for proteins that may contribute to the phenotypic differences that we observed between FBs and PCs. In static endothelial sprouting models, others have identified factors that contribute both to vessel sprouting (angiopoietin-1, angiogenin, HGF, transforming growth factor-α, and tumor necrosis factor) and lumen formation (collagen I, procollagen C endopeptidase enhancer 1, secreted protein acidic and rich in cysteine [SPARC], transforming growth factor-β induced protein ig-h3 [βig-h3], and insulin growth-binding protein 7).^10^ 

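In FBs, the transcripts of the factors reported to act on sprouting and on lumen formation ranged from undetected to among the highest normalized counts. TGFBI, which encodes the secreted matrix protein βig-h3 and lies on chromosome 5 of hg38 from 136028988 to 136063818, had 117210 ± 15268 normalized counts (SD, n = 3 donors) and ranked 32 among all genes by mean normalized count, which is not corrected for gene length. HGF, the ligand of c-MET, lies on chromosome 7 from 81699010 to 81770438 and had 6811 ± 1612 normalized counts, from 6649, 3664 and 6167 deposited counts in FB libraries 1, 2 and 3. It ranked 1164, above 92.8% of the 16152 genes with a mean of at least 10 normalized counts. Of the other sprouting factors, ANGPT1 had 3631 ± 910 normalized counts and ANG 55.4 ± 42.2 (36.7 without FB replicate 3 and 78.3 without FB replicate 2), and ANG overlaps RNASE4 over 14412 bases and reads of the shared exons could be assigned to either gene. TGFA had 9.49 ± 9.32 normalized counts, with none in FB library 2. No TNF count was found in any FB library, which allows a mean of up to 1.22 normalized counts (3 counts over the 3 libraries, counting error only). Of the lumen factors, SPARC had 114850 ± 12080 normalized counts, PCOLCE 10188 ± 2149 and IGFBP7 6960 ± 2396. The PC normalized counts of these factors were not analysed here, so no FB to PC ratio is given for them.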

When we specifically profiled the FB factors previously reported to enhance microvessel formation,^10^ we observed that HGF and βig-h3 or transforming growth factor β induced (TGFBI) as it is now named were significantly upregulated in FBs (Fig. 3b). Collagen I expression was high in both FBs and PCs cultured as monolayers. 

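Collagen I genes had some of the highest normalized counts in the FB monolayers. COL1A1, the gene of the alpha 1 chain, lies on chromosome 17 of hg38 from 50184101 to 50201632 and had 690025 ± 204876 normalized counts (SD, n = 3 donors), rank 5 of all genes by mean. COL1A2, the gene of the alpha 2 chain on chromosome 7 from 94394895 to 94431227, had 225071 ± 28342 normalized counts and rank 18. The ratio of the mean normalized counts, not corrected for gene length, was 3.07. Of 16 genes of fibrillar and beaded-filament collagens, listed before the data were examined, 14 had at least 10 normalized counts in FBs. After the collagen I genes, the highest were COL6A3 with 221544 ± 45164 and COL3A1 with 127365 ± 45860, while COL2A1 and COL6A5 had no count. PC normalized counts of these genes were not analysed here.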

Given the close association of PCs to ECFCs within the μVNs, we looked at subsets of genes involved in cell–cell, cell–matrix adhesion, and extracellular matrix proteins using gene ontology (GO0031012, GO0007160, and GO0098609). We observed that several integrin subunits, matrix adhesion genes, and basement membrane proteins were upregulated in PCs (Supplementary Table and Supplementary Figures 3–5). 

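The basement membrane genes COL4A1, COL4A2 and SPARC also had high normalized counts in FBs, whereas those of COL4A5 and LAMA5 were lower. COL4A1 and COL4A2, the genes of the common collagen IV chains, lie head to head on chromosome 13 of hg38, from 110148963 to 110307157 and from 110305812 to 110513209, and their annotated spans share 1346 bases on opposite strands. COL4A1 had 70740 ± 4908 normalized counts in FBs (SD, n = 3 donors) and COL4A2 had 53692 ± 15549, ranks 47 and 69 of all genes. COL4A5, on the X chromosome from 108439838 to 108697545, had 1043 ± 428 normalized counts, above 60.3% of the detected genes. The other collagen IV genes were lower, with 148 ± 202 normalized counts for COL4A6, 11.2 ± 12.0 for COL4A4 and 2.42 ± 2.24 for COL4A3. The SDs of COL4A6 and COL4A4 exceeded their means, so these levels varied widely between FB libraries. LAMA5, which encodes the laminin alpha 5 chain on chromosome 20 from 62307955 to 62367312, had 1624 ± 1013 normalized counts. LAMA5 differed between FB libraries, with 2779 normalized counts in FB library 1 and 890 and 1202 in the other libraries. PC normalized counts of these genes were not analysed here.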

Of extracellular matrix genes (GO0031012), PCs upregulated *COL4A1*, *COL4A2*, *COL4A5*, *SPARC*, and *LAMA5*. Of cell–matrix adhesion genes (GO0007160), PCs upregulated *ITGA1*, *ITGA3*, *ITGA4*, *ITGA6*, *ITGA8*, *ITGA11*, *ITGAV*, *ITGB5*, and *L1CAM*. 

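In FBs, the 9 genes ranged from ITGAV, with 11270 ± 2552 normalized counts (SD, n = 3 donors), to ITGA8, with 13.8 ± 18.8 and no count in FB library 2. ITGAV and ITGB5, whose products pair as the vitronectin receptor αvβ5, lie on chromosome 2 of hg38 from 186590010 to 186680901 and on chromosome 3 from 124761948 to 124901418, and ITGB5 had 5460 ± 2094 normalized counts. The laminin receptor genes ITGA6 and ITGA3 had 6338 ± 1869 and 6249 ± 1758 normalized counts, which are not corrected for gene length and do not order genes by abundance. ITGA1, a collagen receptor gene, had 4983 ± 530 and ITGA4 2843 ± 542. ITGA11, another collagen receptor gene, differed between FB libraries, with 54.1 normalized counts in FB library 1 and 1205 and 847 in the others. L1CAM, a neural cell adhesion gene, had 23.4 ± 10.3 normalized counts. Of the 26 integrin subunit genes, 17 had a mean of at least 10 normalized counts in FBs, and ITGB1, the common beta subunit, was highest with 134948 ± 15295, followed by ITGA5 of the fibronectin receptor with 32517 ± 6599. The subunit genes of leukocyte integrins ITGAL, ITGAM, ITGAX and ITGAD had no count. PC normalized counts of integrin genes were not analysed here.

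**Figure D2:**
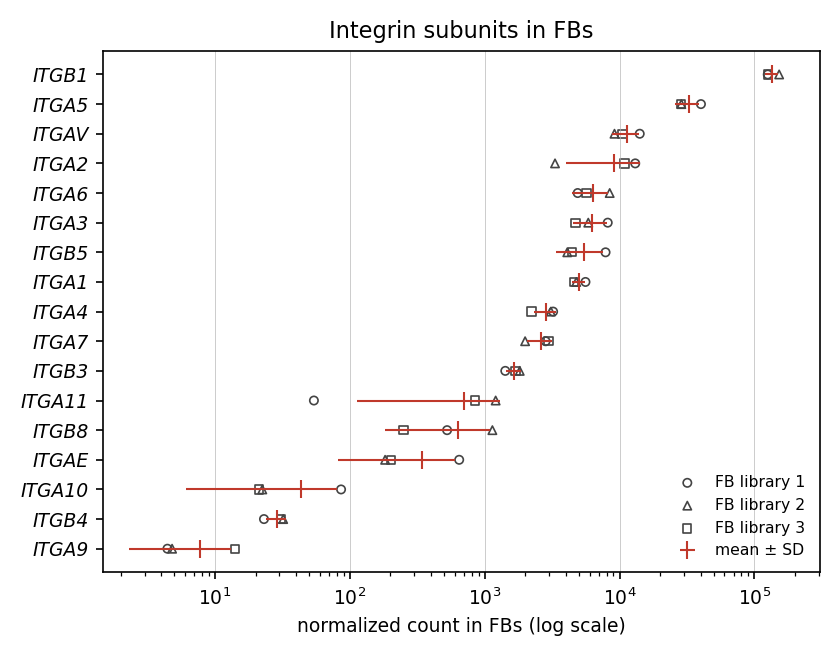
Normalized counts of integrin subunit genes in the FB libraries on a log scale, for the 17 genes with at least 1 normalized count in every library, a set that leaves out ITGA8 and includes ITGA9, whose mean is below 10; open symbols are the 3 libraries, red marks are means and red bars the SD (n = 3). ITGB1 lies highest at a mean of 134948, and ITGA11 shows a wide spread, from 54.1 to 1205.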

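The cell-cell adhesion genes DSP, ESAM and ICAM1 were expressed at low levels in FBs. DSP, which encodes the desmosomal plaque protein desmoplakin and lies on chromosome 6 of hg38 from 7541338 to 7586714, had 176 ± 88.9 normalized counts (SD, n = 3 donors), from 215, 50 and 182 deposited counts. ICAM1, a ligand of leukocyte integrins on chromosome 19 from 10271093 to 10286615, had 148 ± 90.4 normalized counts, and its mean was 96.5 without FB replicate 3. ESAM, an adhesion molecule of endothelial tight junctions on chromosome 11 from 124752583 to 124762290, had 4.19 ± 5.02, with no count in FB library 2. Of 15 desmosomal genes, 9 had a mean of at least 10 normalized counts in FBs. The highest were the plaque genes PKP4 with 4046 ± 783 and JUP with 1862 ± 495, while the desmosomal cadherin genes DSG1, DSG3, DSG4, DSC1 and DSC2 had no count. Of the 37 cell-cell adhesion genes that the study lists as higher in PCs, 29 reached a mean of 10 normalized counts in FBs. The highest of them was SHC1, with 8553 ± 860. PC normalized counts of DSP, ESAM and ICAM1 were not analysed here.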

Of cell–cell adhesion genes (GO0098609), PCs upregulated *DSP*, *ESAM*, and *ICAM1*. Collectively, these data suggest that PCs differ from FBs in their expression of extracellular matrix, cell–matrix adhesion, and cell–cell adhesion genes*.* These transcriptional differences likely contribute to the phenotypic differences that we observed between these cells within the microfluidic devices.

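Of the 239 genes in the Supplementary Table, 5 could be compared in both cell types, and each of them differed in the direction the study lists. The study chose these genes on the same libraries, so their direction is not independent evidence. CDH6 and VCAM1, listed as cell-cell adhesion genes higher in FBs, passed an adjusted p of 0.05 in limma, as did the matrix-associated genes FGF10 and ADAMTSL4 and the cell-cell adhesion gene NLGN2, listed as higher in PCs. All 5 also passed when adjusted over each list alone, but with 1 or 2 tested genes per list this adds no support. VCAM1, the endothelial and stromal ligand of integrin α4β1, lies on chromosome 1 of hg38 from 100719742 to 100739045. It had 1051 ± 1097 normalized counts in FBs (SD, n = 3 donors) and 11.0 ± 8.13 in PCs in the paper's normalized counts (SD, n = 3), a log2 fold change of 6.15 (standard error 0.77, adjusted p = 0.001 from limma). Its spread between FB libraries was wide, with 2318 normalized counts in FB library 2 and 433 and 402 in the others. ADAMTSL4, which encodes a protein that binds fibrillin microfibrils, had 2112 ± 432 normalized counts in FBs and 1027 ± 125 in PCs, a log2 fold change of 1.03 (standard error 0.18). NLGN2, a neuroligin gene on chromosome 17 from 7404874 to 7419860, had 7214 ± 867 normalized counts in PCs and 3709 ± 364 in FBs, a log2 fold change of PCs over FBs of 0.96 (standard error 0.14, adjusted p = 0.0023 from limma). Of 28 basement membrane genes listed before the data were examined, only the laminin gene LAMA1 could be compared. It had 938 ± 19.4 normalized counts in PCs and 674 ± 266 in FBs and did not pass the test (adjusted p = 0.14 from limma), although it did without FB replicate 3 (adjusted p = 0.0074). From the genes it lists for each cell type, the paper proposes that PCs and FBs differ in matrix and adhesion gene expression, and that this likely contributes to their different behaviour in the devices.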

**Fig. 3:**
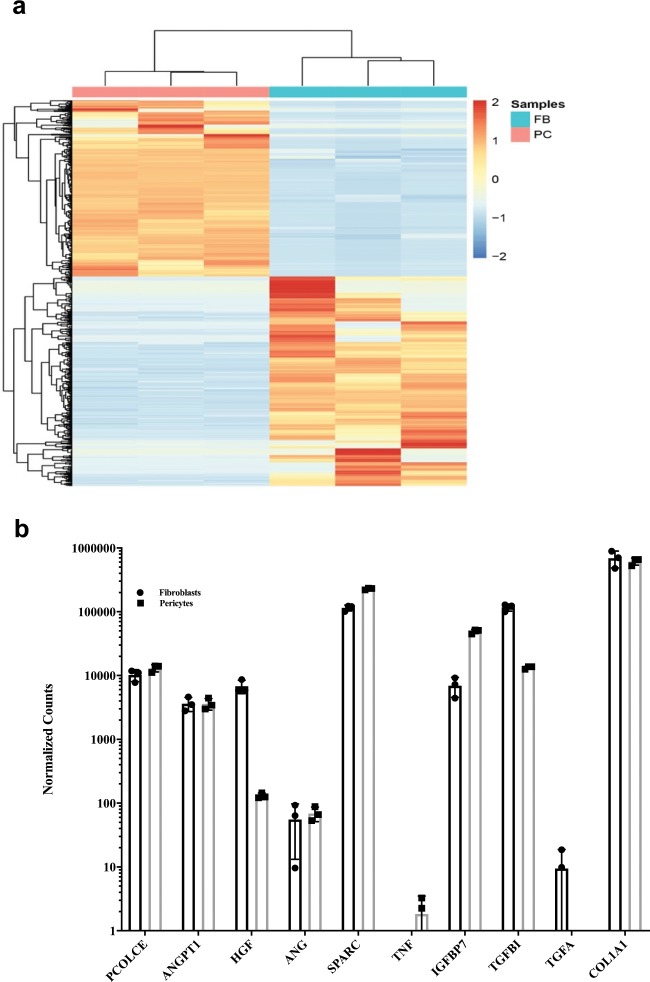
RNA-seq analysis of FBs versus PCs. **a** Heatmap of the gene expression profiles of FBs and PCs. Genes significantly differentially expressed (*q*-value < 0.05) with a log_2_[fold change]≥5 between FBs and PCs are shown (*n* = 1056). Cells from individual donors are represented in each column. Each row represents gene expressions across both cell types. Rows and columns are hierarchically clustered. Expression values are scaled by row; red color indicates higher gene expression and blue indicates lower gene expression. **b** Regularized log counts with standard deviations of FB factors previously shown to have positive effects on microvessel formation.

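Both criteria were applied to the 550 genes compared here, and 14 of them met an adjusted p under 0.05 (limma) with a log2 fold change of at least 5 in size, 10 toward FBs and 4 toward PCs. Those higher in FBs were PRG4, PRKG2, AP000547.3, CDH6, VCAM1, FGF10, ESM1, NRK, MUSK and OGN, of which AP000547.3 is a long noncoding RNA gene; genes here outside the naming rule are named because they met both criteria, after their values were seen. PRG4, which encodes the joint lubricant lubricin, FGF10, a growth factor gene of lung development, the kinase gene MUSK and the proteoglycan gene OGN had 0 counts in all 3 PC libraries. Against a floor of 3 counts over the PC libraries, PRG4 was at least 535-fold higher in FBs and FGF10 at least 125-fold higher, while OGN was at least 52.6-fold and MUSK at least 49.2-fold higher. FGF10 had 217 normalized counts in FB library 3 and 37.2 and 38.4 in the other FB libraries. The 4 genes higher in PCs were ICA1, SORBS2, SLA and AJAP1. ICA1 had 292 ± 39.6 normalized counts in the PCs (SD, n = 3) and 2.34 ± 4.06 in the FBs (SD, n = 3), and SLA, an adaptor of receptor signalling, had 232 ± 18.8 and 3.08 ± 2.67. SORBS2, which encodes a cytoskeletal adaptor, had 191 ± 16.0 normalized counts in PCs and 1.48 ± 2.56 in FBs. AJAP1, an adherens junction gene with no count in any FB library, was at least 39.0-fold higher in PCs against 3 counts over the FB libraries. The number at these thresholds was 5 at a pseudocount of 10, 14 in limma with no filter on low counts, 17 with DESeq2, and 28 with DESeq2 and no filter together. With edgeR's glmTreat, which tests whether the change exceeds a log2 of 5, it was 0, with 16 genes at an unadjusted p under 0.05.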

### HGF stimulates μVNs in microfluidic devices

While a complete analysis of genes differentially expressed by FBs and PCs is beyond the scope of this current series of experiments, we did seek to establish whether the microfluidic devices could be used as a tool for dissecting how FBs contribute to stabilization of μVNs. Of FB factors reported to stimulate microvessel formation in vitro, we observed that HGF was significantly higher in FBs than in PCs. HGF has been demonstrated to stimulate blood vessel formation^20,21^ and has important roles in development, cell survival, and tissue regeneration via binding and activation of its receptor, c-MET.^22^ *HGF* had an ~50-fold higher gene expression in FBs than PCs. We observed by ELISA that ~5–7-fold higher levels of HGF protein was secreted by FBs than PCs (Fig. 4a). However, we did not see that co-culture of ECFCs with FB or PC in vitro improved HGF secretion. When rHGF was added to the culture media of the microfluidic devices, we saw a trend toward improved density and diameter, but these differences were not statistically significant. We did observe a statistically significant improvement in the anastomoses with the inlet and outlet pores with rHGF addition (Fig. 4b). We also observed that 1 and 10 nM of the c-MET kinase inhibitor, INCB28060 (Capmatinib), only partially reduced μVN density (Fig. 4c), yet reduced anastomoses. 

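HGF was 1 of many genes of secreted factors reported to act on endothelium that FBs expressed. Normalized counts, which are not corrected for gene length, do not order these genes by abundance. A list of 57 such genes was set before the data were examined. It includes semaphorin, slit and netrin genes and was not limited to factors that promote vessel growth. Of the 57 genes, 51 had a mean of at least 10 normalized counts in FBs and 24 had at least 1000. WNT5A, a noncanonical Wnt ligand gene that the study lists as higher in PCs, had 19441 ± 2897 normalized counts in FBs (SD, n = 3 donors). Of the fibroblast growth factor genes, FGF2 had 16919 ± 10687, FGF5 15730 ± 5836 and FGF7 12814 ± 8334. CXCL12, a chemokine gene, had 12041 ± 872 normalized counts, and TGFB1 had 8204 ± 975. Of the vascular endothelial growth factor genes, VEGFC had 6613 ± 1758 normalized counts, VEGFA 3788 ± 423 and VEGFB 1251 ± 85.2. MET, which encodes the HGF receptor, had 10787 ± 1801 normalized counts in the FBs themselves. A list of secreted proteins reported to restrain endothelial growth held 28 symbols, with PF4 also given as CXCL4, and 27 were matched. Of these, 20 reached a mean of 10 normalized counts, led by THBS1 and SERPINE1, the latter with 152344 ± 32962. Of the list of 57 genes, FGF10 and CXCL8 were the only ones that could be compared with PCs. CXCL8 had 99.8 ± 64.3 normalized counts in FBs and 138 ± 25.2 in the paper's PC values. It did not pass the test (adjusted p = 0.33 from limma).

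**Figure D3:**
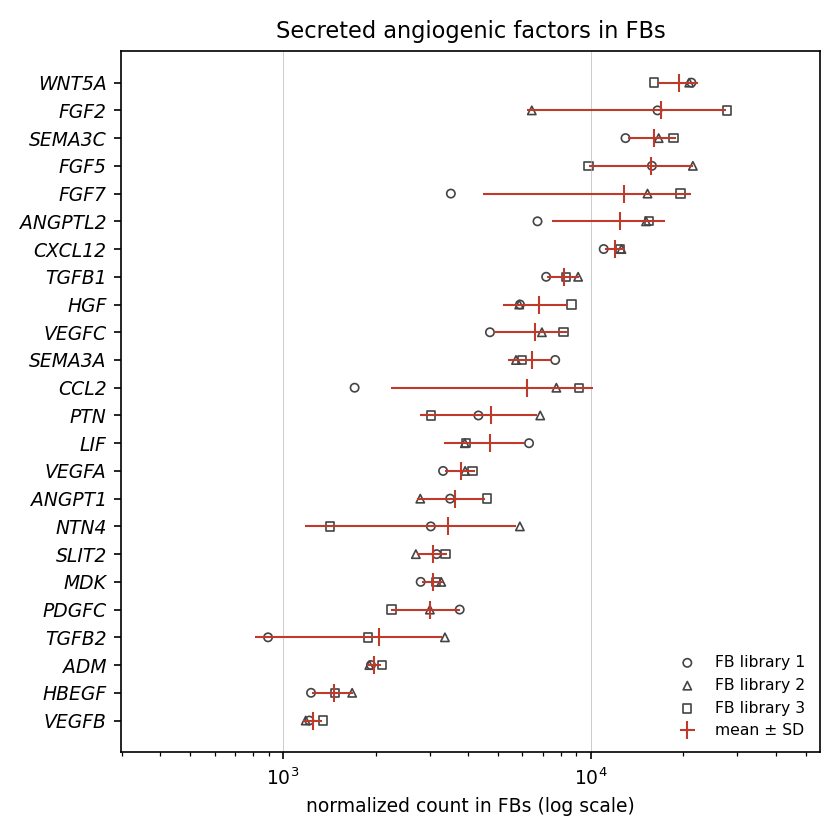
Normalized counts of the 24 genes of secreted factors reported to act on endothelium with a mean of at least 1000 in FBs. The scale is logarithmic, open symbols are the 3 FB libraries, red marks are means and red bars the SD (n = 3). HGF has a mean of 6811, and the SD bars of HGF, TGFB1 and VEGFC overlap.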

Overall, these data suggest that HGF has a stimulatory effect, but FBs likely contribute other factors important to μVN formation and stability, including the sprouting and lumen formation factors cited above.^10^

**Fig. 4:**
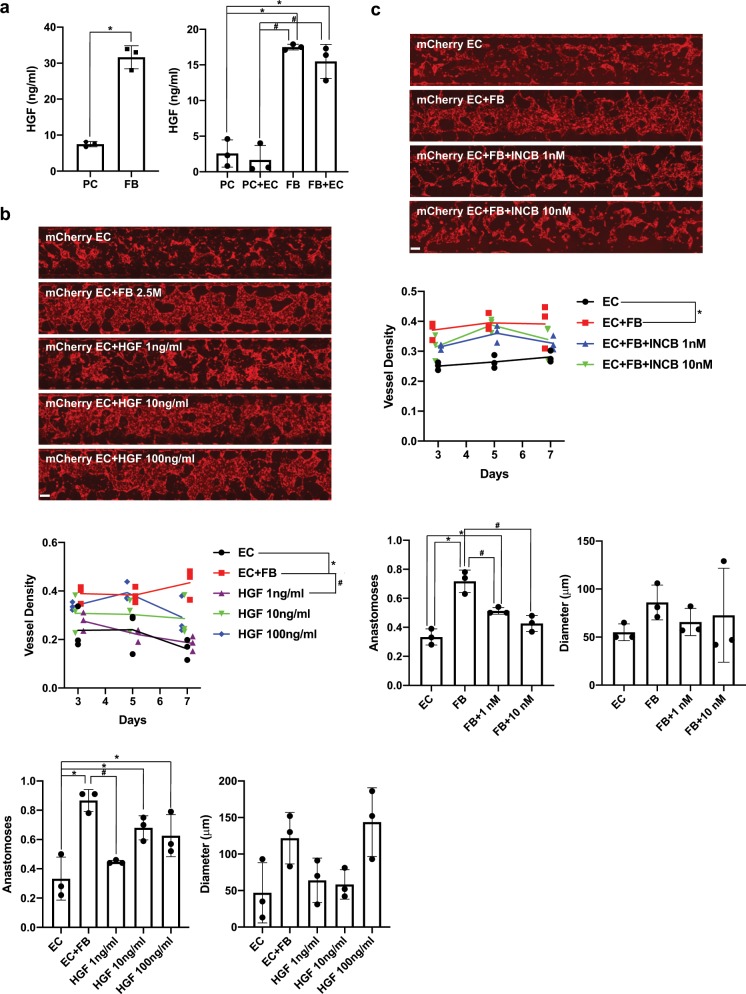
HGF stimulates μVNs. **a** FBs secrete more HGF than PCs as measured by ELISA quantification. Co-culture of ECs in vitro does not affect HGF secretion by PCs or FBs. **b** Tiled images of microfluidic devices containing ECs without and with FBs or rHGF added to the media (at indicated concentrations). Graphs indicate vessel density, anastomoses, and mean diameters. **c** Tiled images of microfluidic devices containing ECs without and with FBs or c-Met inhibitor INCB28060 at the indicated concentrations. Graphs quantify vessel density, anastomoses, and mean diameters. Scale bars for tiled images are 250 µm. Asterisks (*) and hashes (#) indicate statistical differences between indicated groups.

### Ultrastructural and basement membrane analyses of μVNs

To further investigate the differences between PC and FB interactions within microvascular networks, we performed transmission electron microscopy (TEM) on the μVNs within the microfluidic devices at the 7-day time point. To distinguish the different cell types, we pre-labeled FBs and PCs with Molday ION (iron oxide particles). These particles accumulate in endosomes and are readily detected in TEM as electron dense particles (Supplementary Figure 6) within endosomes.^13^ With TEM, we rarely observed occurrences where the ECs and FBs were closely associated (Fig. 5a). When we did see associations, the cells remained distinct with the presence of collagen fibers between them. However, there was a much more dynamic interaction between ECs and PCs with formation of microfilaments between the two. In some cases, both cell types appeared to protrude actin filaments towards each other. In addition, we observed instances where a more established common basement membrane had formed (Fig. 5b). To better analyze the interaction between ECs and PCs, we used electron tomography to obtain a 3D delineation of the boundary between these cells (Fig. 6 and Supplementary Movie 2). We observed that both cell types appeared to extend microfilaments towards each other, some were shared by the two cells and in specific places, cells were able to contact each other.

**Fig. 5:**
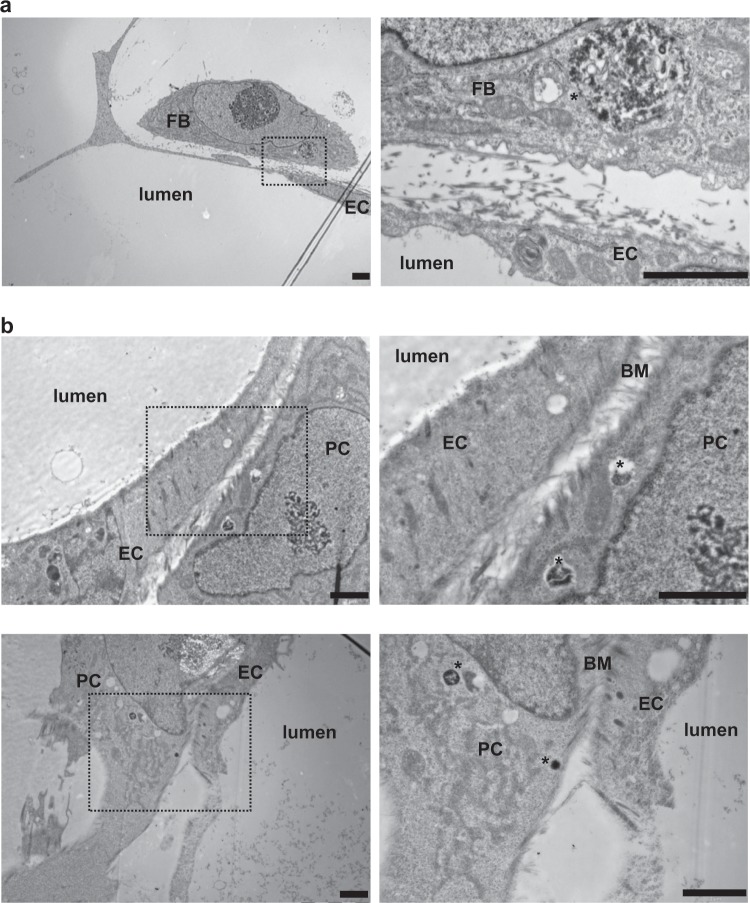
Ultrastructural analysis of cell–cell interactions within μVNs. PCs and FBs were pre-labeled with Molday ION particles prior to formation of μVNs containing EC, FBs, and iron-labeled FBs (**a**) or iron-labeled PCs (**b**). Devices were analyzed by TEM after 7 days. **a** Demonstrates loose association between EC and FB. Inset shows iron-labeled endosome indicated by asterisk (*) within FB and collagen fibers between EC and FB. **b** Demonstrates close interaction between EC and iron-labeled PC. Insets show dynamic interaction observed between EC and PC and highlight iron-labeled endosomes (indicated by *) and common basement between two interacting cells. Scale bars are 2 µm.

**Fig. 6:**
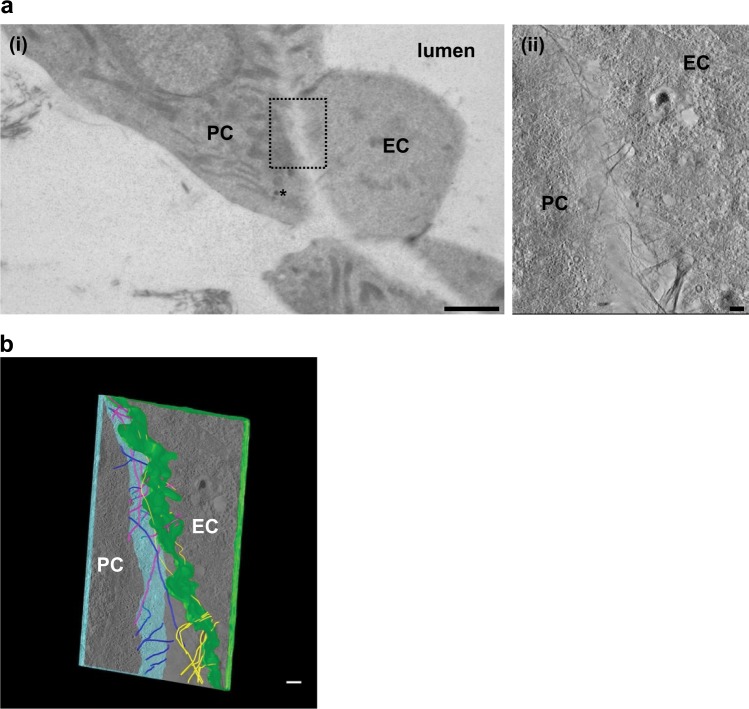
Electron tomography of EC and PC interaction. **a** Visualization of the field used to create tomography slices. Higher magnification area indicates the area which tomographic slices were created from and modeled using iMOD software (inset). Inset shows iron-labeled endosome indicated by asterisks (*). **b** 3D model reconstruction of tomography slices tracking filaments through the z-stack to demonstrate how filaments were oriented between the two cells. EC border was outlined in green and PC in blue. Microfilaments are outlined in three colors: dark blue, magenta, and yellow to distinguish the location filaments originate from. Dark blue filaments originate in PC and yellow filaments originate in ECFC and do not cross over into neighboring cell. Magenta filaments connect both cell types. Scale bars are 2 µm (**a**(i)) and 200 nm (**a**(ii), **b**).

Our RNA-seq data and previously reported descriptions of PC effects^23^ on microvascular networks suggested that PCs may be contributing collagen IV to the basement membrane of the μVNs. However, when we looked by IF and confocal microscopy at collagen IV deposition in the μVNs within the microfluidic devices, we saw that ECs themselves deposited collagen IV that was not enhanced by the co-culture of PCs (Supplementary Figure 7) at 1 week of culture. Interestingly, at 2 weeks of culture, we observed wide staining of collagen IV around the remaining vessels, with PCs remaining adjacent to the ECs, but within the collagen IV area. This is consistent with prior observations that PCs reside within the basement membrane shared with ECs in vivo. It is possible that immunofluorescence and confocal microscopy lacks the resolution necessary to see the additive effect of collagen IV deposited by PCs.

## Discussion

A better understanding of how μVNs form is critical to advancing tissue engineering and future regenerative medicine approaches. However, the assembly of μVNs is a complex process with multiple cell–cell, cell–matrix, and signaling pathways necessary for success. Here we have examined how two different stromal cell types, FBs and PCs, affect formation of μVNs. We postulate that FBs sustain and stimulate μVN formation through paracrine release of survival factors, while PCs directly contact ECFCs to modify microvessel morphology.

A key issue raised in this study is the type of cells to use for tissue engineering research of μVNs. The same types of cells from different tissue sources may significantly vary in their behaviors. We chose human ECs derived from cord blood ECFCs, human lung FBs, and human placental PCs. We selected this EC population because it displays extended replicative lifespan and robust vasculogenic potential, is readily obtained, and can be genetically modified and clonally selected after CRISPR/Cas9 implementation.^4^ We selected human lung FBs because of their wide-spread use in experimental settings of tissue engineering. However, an interesting extension of this work would be to examine dermal FBs, which might have similar μVN stabilizing properties, and from a clinical perspective be more readily obtained. Indeed, in a previous study, dermal FBs were found to stimulate EC sprouting in a microfluidic model.^24^ In that study, dermal FBs facilitated EC-PC associations, while lung FBs were not conducive to EC-PC associations. This differs from our findings that EC-PC associate in the presence of lung FBs co-culture. In that investigation, FBs were separated from the ECs and PCs to promote sprouting into a hydrogel. This may indicate that spatial gradients of factors secreted by FBs might also influence EC-PC interactions. Finally, we have chosen placental PCs because they are also readily obtained from discarded post-partum tissue and have been characterized both behaviorally and by transcriptomics.^19^ We analyzed the interactions of these cells within gels cast in microfluidic chambers because this in vitro setting gives rise to perfusable μVNs, better recapitulating the in vivo setting.

The RNA-seq analyses demonstrate that FBs and PCs possess distinct gene expression patterns that likely contribute to the differences in their effects on μVNs within these devices. Looking at previously reported FB factors^10^ that improve microvessel formation, TGFBI and HGF was significantly upregulated in FBs compared to PCs. Furthermore, when rHGF was added to the μVNs without FBs, there was an improvement in vessel anastomoses and a trend toward improved microvessel density. However, rHGF was not sufficient to fully reproduce the effect of FBs within the device and c-Met inhibition only partially reduced μVN formation. These data suggest that there are other factors important for μVNs formation. TGBI is induced by TGF-β1 and β2 and is a secreted extracellular matrix (ECM) protein involved in morphogenesis, adhesion/migration, tumorigenesis, wound healing, and inflammation. Clinically, mutations of this gene lead to corneal dystrophy. Interestingly, TGFBI has been described to inhibit cellular adhesion to ECM^25^ and may be important for EC tubulogenesis.^26^ However, addition of recombinant TGBI did not improve μVN formation (data not shown). Future studies will explore other differentially expressed factors of FBs and also combinations of these factors to more completely define the stimulatory effects of FBs.

An alternative explanation for the inability of PCs to support μVN formation in the absence of FBs is that the PC gene products may inhibit microvessel formation via cell–cell or cell–matrix interactions, yet still mediate modification of microvessel morphology. Several candidate proteins emerged from the RNA-seq data that could play a role in interactions between ECFCs and PCs. For instance, desmoplakin and several integrin subunits (*ITGA1*, *ITGA3*, *ITGA4*, *ITGA6*, *ITGA8*, *ITGA11*, *ITGAV*, and *ITGB5*) were significantly higher in PCs and could be involved in EC-PC cell junctions or PC-matrix interactions. More specifically, desmoplakin has been reported to interact with intermediate filaments and N-cadherin^27^ and is thought to be a key regulator of cell mechanics.^28^ Furthermore, N-cadherin is thought to be important for EC anchorage to PCs.^29,30^ In addition, integrins are heterodimeric proteins critical for cell–matrix interactions, mechanotransduction, and cell signaling.^31^ Consistent with our observation that ECs and PCs form a common basement membrane, several ECM proteins were upregulated in PCs that are known to be part of vascular basement membranes^32^ including collagen type IV isoforms, laminin chains, nidogen 1, SPARC, agrin, fibulin 2, and thrombospondin 1. 

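The same vascular basement membrane genes were detected in FBs. All 12 that the study lists as higher in PCs in the extracellular matrix group had a mean of at least 10 normalized counts. COL4A4 was close to this cut, and its SD exceeded its mean. THBS1, which encodes the matricellular protein thrombospondin 1 and lies on chromosome 15 of hg38 from 39581079 to 39599466, was the highest in FBs with 165238 ± 38805 normalized counts (SD, n = 3 donors). NID1, which encodes the linker of laminin and collagen IV on chromosome 1 from 235975830 to 236065109, had 11551 ± 3175, and its paralog NID2, which the study lists as higher in FBs, had 15509 ± 1365. The proteoglycan gene AGRN, on chromosome 1 from 1020120 to 1056118, had 2004 ± 1132 normalized counts and FBLN2, on chromosome 3 from 13549125 to 13638422, had 1612 ± 1027, with 2781 in FB library 3 against 1194 and 860. Among laminin chains, LAMC1 was highest in FBs with 50858 ± 14157, then LAMB1 with 28475 ± 4888 and LAMA4 with 25261 ± 7654, while LAMC3 had 3.28 ± 5.68. HSPG2, which encodes perlecan, had 30550 ± 5415 normalized counts. Of the wider list of 28 basement membrane genes, 25 reached a mean of 10 normalized counts in FBs and 19 reached 1000. Apart from LAMA1, PC normalized counts of these genes were not analysed here.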

In future studies, we will further investigate the critical factors that mediate the disparate interactions between ECs, FBs, and PCs.

The recent emergence of microfluidic technologies allows for improved control of complex cellular interactions and fluid flows at the micro-scale. In addition, microfluidic devices have low costs, are readily visualized in real-time, and the matrix and cellular components within them can be readily modified. The 3D orientation and perfusability of the microvessels formed within microfluidic devices allow investigators to observe cell–cell interactions and to test microvessel characteristics in ways that cannot be accomplished in traditional 2D monolayer or co-culture systems. Of note, microfluidic devices like the ones used here have previously been useful for investigation of both sprouting angiogenesis and μVN self-assembly as examined here.^33^ Sprouting angiogenesis can be accomplished by seeding ECs into the media channels of the device and allowing sprouting from the pores. The ECs sprout from outside and then into the hydrogel. We have observed that seeding ECs within the hydrogel to facilitate self-assembly generates perfusable μVNs more rapidly, and the microvessels traverse the entirety of the hydrogel. The self-assembled μVNs anastomose with the upper and lower pores to allow effective inflow and outflow of the media.

Interactions between ECs and PCs are clearly distinct from ECs and FBs. Furthermore, our electron microscopy studies appear to show the dynamic interaction and the formation of a common basement membrane between PCs and ECFCs. These images are reminiscent of reported TEM images of ECFCs and PCs in vivo.^34^ To our knowledge this is the first report demonstrating this process at the ultrastructural level within microfluidic devices. The observation of microfilaments and protrusions from these cells towards each other suggests a dynamic interaction that will need to be investigated further. The techniques used offer important experimental systems and tools for a deeper understanding of the interactions between the different cell types required for assembly of μVNs.

There is significant interest in the roles that FBs, PCs, and ECs play in tissue engineering approaches to improve microvessel formation and to model the microvasculature in pathology. A few examples of how our research findings fit into the broader field of tissue engineering and microvascular biology are worth briefly discussing. Investigators have demonstrated that human placental PCs alter the composition of extracellular matrix deposition with models of inflammation in vitro and suggest that these changes can alter EC adhesion molecule expression and neutrophil recruitment.^35^ The system that we have described here models in vivo microvasculature better than static culture systems because it incorporates both PC investment and perfusion. It could be used to further examine the effects of inflammation on immunological responses, cell adhesion, and extravasation under conditions of flow and microvessel mural cell coverage. Other investigators have proposed that co-cultures of ECs, PCs, and FBs on nanografted substrata can be used to understand how cells interact with the microenvironment to promote angiogenesis.^36^ Our system allows for both cellular self-assembly and matrix deposition, but simple modifications to the hydrogel composition could be added to further investigate how different microenvironments influence microvessel assembly and behavior. Another group has recently described how NG2^+^-PCs could be isolated from mice genetically modified to mark PC populations with a fluorescent protein (DsRed) used to sort cells from dissociated embryonic tissue.^37^ Part of the validation of these cells as PCs was the ex vivo incorporation into the blood vessels of explanted embryonic mouse skin. While this approach is quite convincing, we would argue that a simpler test of PC identity in vitro is to incorporate the cells into the microfluidic model system that we describe here. Alignment of the cells with EC-lined microvessels strongly argues for a PC identity given that tight association with ECs is a defining characteristic of PCs. This localization is likely a better indicator of identity than commonly used surface markers that can be variable and potentially overlap with other cell types.

While several new insights and potential future investigations have been revealed by the studies described here, there are some limitations that should be considered. Because these studies were carried out using primary cells derived from several different donors for ECFCs, PCs, and FBs, we have noted some variation in the morphology of microvessels within the microfluidic devices. For instance, EC vessel densities, diameters, and anastomoses can vary somewhat from experiment to experiment. Therefore, we have been careful to control the experiments and to include our positive control (co-culture ECs with high concentrations of FBs) with each study. Vessel anastomoses are based upon visual inspection of the tiled devices, however, a more accurate (and time-consuming) assessment of perfusability would be to flow fluorescent beads through each device and verify flows through each inlet and outlet pore. In addition, while our TEM studies have shown highly detailed images of the ultrastructural aspects of EC-PC interactions within the devices, it has been difficult to generate sample sizes needed for statistical analyses because of the complexity of the TEM processing and scarcity of definitively iron-labeled cells (FBs and PCs). An additional limitation is that iron labeling appears to be finite temporally, so we have thus far been unable to extend our time-course to observe how the EC-PC interactions appear at culture times beyond 7 days. In future studies, FBs and PCs could be labeled with different size iron particles to distinguish them so that the interactions between all three cell types could be examined at the ultrastructural level within the microfluidic devices.

In conclusion, we provide new tools and approaches for examining interactions of multiple cell types in a perfusable system that can be used to better inform the design and implementation of tissue-engineered μVNs in the future. Specifically, both FBs and PCs are likely necessary for tissue engineering of physiological human μVNs because these stromal populations provide different functions. Each cell type has a distinct phenotypic and transcriptional profile, which argues that they are not interchangeable in microvascular tissue engineering. FBs support formation and survival of μVNs whereas PCs have an important structural role.

## Methods

### Primary cells, fluorescent labeling, and protein quantification

ECFCs were cultured in EGM-2MV (Lonza, Walkersville, MD, USA) on gelatin (Sigma-Aldrich, St. Louis, MO, USA)-coated plates and isolated from discarded and de-identified human umbilical vein cord blood as “late outgrowth” cells, as previously described.^4,38^ Human microvascular placental PCs were isolated from discarded and de-identified placentas as explant-outgrowth cells, also as previously described.^12^ Human lung FBs were purchased from Lonza. Both FBs and PCs were serially cultured in Medium 199 (Gibco, Grand Island, NY, USA) plus 20% FBS, 2 mM L-glutamine, 100 U/ml penicillin, and 100 μg/ml streptomycin (all from Invitrogen, Carlsbad, CA, USA). All cells were used between subculture 2–15.

Where indicated, cells were transduced with lentivirus (rLV.EF1.mCherry-9 or rLV.EF1.AmCyan1-9) to induce expression of mCherry or AmCyan per the vendor’s recommended protocol (Vectalys, Toulouse, France). Multiplicity of Infection (MOI) for mCherry ECFC and AmCyan PCs and FBs were 7 and 50.

For quantification of HGF secretion, 5.0 × 10^5^ PCs and FBs were grown in a single well of a 24-well dish for 24 h and enzyme-linked immunosorbent assay (ELISA) was performed per manufacture’s protocol (R&D Systems, Minneapolis, MN, USA). To test whether co-culture of ECFCs could affect HGF production in PCs and FBs, 5.0 × 10^5^ ECFCs were grown in a cell culture transwell insert (Fisher Scientific, Pittsburgh, PA, USA) with 0.4 μm pore sizes. Inserts were positioned above 5.0 × 10^5^ PCs or FBs plated onto the bottom of the cell culture well. Media was collected after 24 h for HGF ELISA.

### Microfluidic device set up

The microfluidic devices contain six ports for loading cells, matrix, and media (AIM Biotech, Singapore). The undersides of the devices have permeable laminates that facilitate gas exchange while μVNs are being cultured. Each device contains a central channel (10.5 mm long and 1.3 mm wide) and two flanking media channels that are 0.5 mm wide. For more detailed information about microfluidic devices, see Supplementary Figure 1. Central channels were loaded with cells and 2 mg/mL fibrinogen after addition of bovine thrombin (2 U/ml) (Sigma). After polymerization, EGM-2MV media was loaded into top channels. To change the media, the top two media wells were filled with 70 and 50 μL of media, left to right, respectively, and the bottom two media wells were filled with 30 μL of EGM-2MV. Media in the wells were changed twice a day for the first 3 days, and then once a day for the rest of the duration of the experiment. To test effects of HGF on μVN formation, recombinant HGF (rHGF) (R&D Systems) or the HGF receptor (c-Met) inhibitor INCB28060 (Cayman Chemicals, Ann Arbor, MI, USA) at indicated concentrations was added to the media loaded into the microfluidic devices.

### Microscopy

For quantification of vessel densities, an epifluorescence microscope (Leica DMI6000, Wetzlar, Germany) was used to image the devices. Multiple individual images were tiled together to form composite images of the entire gel channel. For confocal imaging, a Leica TCS SP-5 Confocal Microscope was used. For time-lapse video images, a Zeiss Axiovert 200 M inverted fluorescence microscope with a Hamamatsu ORC-AG high-resolution camera and Volocity imaging software (PerkinElmer, Waltham, MA, USA) was used to capture flow of Sphero^TM^ 2 μm high intensity fluorescent beads (Spherotech, Lake Forest, IL, USA). For association studies, association was defined as direct contact between an AmCyan FB or AmCyan PC and an mCherry labeled microvessel. Fields of interest were visualized with confocal microscopy. Z-stacks of serial sections were generated to capture the entire interaction and depth of the vessel. The 3D reconstruction of the vessel was analyzed for the presence or absence of cell–cell association or PC alignment along the microvessel.

For immunofluorescence (IF) studies, microfluidic devices were fixed and permeabilized as previously described^13^ with extension of incubation times to allow for perfusion of the microfluidic devices. Prior to visualization, protocol steps required perfusion of devices via inlet and outlet pores as described for media loading. Fixation and permeabilization steps were performed for 30 min, primary antibody incubations were done at 4 °C overnight, and secondary incubations were done for 2 h. To identify human ECs, Ulex Europaeus Agglutinin I DyLight 649 (Vector Laboratories, Burlingame, CA, USA) (1:100) was used. For collagen IV staining, rabbit polyclonal antibody to collagen type IV antibody (1:100) (Sigma) was used. As the secondary antibody for collagen IV, Alexa Fluor 594 Goat Anti-Rabbit IgG (1:100) (Invitrogen) was used.

For transmission electron microscopy, PCs and FBs were pre-labeled by incubating cells with 50 μg/ml of Molday ION Rhodamine B (BioPal, Worcester, MA, USA) for 18 h in a single well of a 6-well plate. After the incubation period and three washes, cells were loaded into devices and μVNs were established and perfused for 7 days before being fixed in 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer (pH 7.4) for 1 h at room temperature. The devices were then rinsed in cacodylate buffer through the microfluidic device perfusion ports. At 1 h post fixation, 1% osmium tetroxide was added, followed by rinsing and en-bloc staining in 2% aqueous uranyl acetate for an additional hour. Samples were then rinsed and dehydrated in an ethanol series. LRWhite (Electron Microscopy Sciences, Hatfield, PA, USA) acrylic resin was used to infiltrate the sample overnight followed by 48-h incubation at 60 °C. LRWhite was chosen over conventional epon resins because of its low viscosity that allowed for better flow into the thin microfluidic channels. Hardened blocks were cut using a Leica UltraCut UC7. Next, 60 nm sections were collected on formvar/carbon coated copper slot grids and contrast stained using 2% uranyl acetate and lead citrate. Samples were viewed on FEI Biotwin TEM at 80 Kv. Images were captured on Morada CCD and iTEM (Olympus) software. For EM tomography, 250 nm thick sections were collected using FEI Tecnai TF20 at 200 Kv with 15 nm fiducial gold to aid in alignment. Data were collected with SerialEM on a FEI Eagle 4 × 4 CCD camera using tilt angles of −60 to 60° and reconstructed using IMOD. The 3D model was constructed using 3dmod software package in IMOD, following general modeling protocol. The slices within tomogram were manually drawn and contoured to generate a precise 3D reconstruction of the imaging sections.^39,40^

### Quantification of microvessel characteristics

To calculate the microvessel density, we developed a MATLAB code with a graphical user interface (GUI). The GUI was used to set parameters to filter out objects that were not microvessels (such as single cells). A gray threshold was used to create binary images. Single cells (which are smaller and rounder) were filtered out by setting a threshold on the minimum number of pixels as well as eccentricity of connected regions. Other regions (such as debris) were removed by manually drawing a region or targeting small areas for deletion. The vessel density was calculated as the number of pixels above threshold divided by the image area selected. This value is expressed as a decimal fraction. The MATLAB code, files, and sample analysis (Supplementary Figure 2) are included in the Supplementary Materials. For analysis of anastomoses, tiled images were visually inspected for mCherry labeled-EC vessel formation at the pore of the microfluidic devices. Values are expressed as a decimal fraction of the total number of pores within the devices (total pore number is 54). For analysis of vessel diameters, FIJI software^41^ with the Vessel Analysis plugin was used per detailed instructions for the Diameter Measurement function. Values derived are the mean diameters of the μVNs examined.

### Statistical analysis

Statistical analysis was performed with Prism 7.04 (GraphPad) using two-way ANOVA with post hoc Bonferroni corrections when measuring network densities across multiple days. When multiple groups were compared at single time points, one-way ANOVA was carried out, but when only two groups were compared, unpaired two-tailed student’s *t*-tests were performed. Three devices or samples were analyzed per condition. Graphs are presented as means with standard deviations.

### RNA-seq analysis

Confluent FBs from three different donors for each cell type were grown in one well of a 12-well plate and total RNA was purified using the RNeasy Mini Kit (Qiagen) with an on-column DNase treatment. Preparation and sequencing were performed as described previously for PC RNA-seq analysis.^19^ For purified total RNA collected from FB samples, the three strand-specific sequencing libraries were produced following the Illumina TruSeq stranded protocol. According to Illumina protocol, the libraries underwent 76-bp paired-end sequencing using an Illumina HiSeq 2500, generating an average of 32 million paired-end reads per library. Both the original PC^39^ and the new FB sequences were processed together through the same analysis pipeline. For each read, the first 6 and the last nucleotides were trimmed to the point where the Phred score of an examined base fell below 20 using in-house scripts. If, after trimming, the read was shorter than 45 bp, the whole read was discarded. Trimmed reads were mapped to the human reference genome (hg38) with HISAT2 v2.1.0^42^ indicating that reads correspond to the reverse complement of the transcripts and reporting alignments tailored for transcript assemblers. Alignments with quality score below 20 were excluded from further analysis. Gene counts were produced with StringTie v1.3.3b^43^ and the Python script “prepDE.py” provided in the package. StringTie was limited to assemble reads matching the reference annotation GENCODE v27.^44^ After obtaining the matrix of read counts, differential expression analysis was conducted and normalized counts were produced using DESeq2.^45^ *P*-values were adjusted for multiple testing using the Benjamini–Hochberg procedure.^46^

### Ethics

Protocols were reviewed by the Yale Institutional Review Board (IRB) (ID 2000025795) and it was determined that experiments described are not consider human subject research and thus do not require IRB approval.

### Preprint

A significant portion of this work has been previously deposited as a preprint as, Kosyakova et al. Differential functional roles of fibroblasts and pericytes in the formation of tissue-engineered microvascular networks in vitro, at 10.1101/558841.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Figures and Table

Supplementary Data 1

Supplementary Movie 1

Supplementary Movie 2

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary Checklist

## Data Availability

Representative images, analyses, code, and expression data are included in this published article (and its Supplementary information files). Sequencing data for the FB samples were deposited in NCBI’s Gene Expression Omnibus (GEO) under accession number GSE122389. Raw image files are available from the corresponding author upon reasonable request.

# Supplementary material for: Differential functional roles of fibroblasts and pericytes in the formation of tissue-engineered microvascular networks in vitro
**Source:** NPJ Regen Med. 2020 Jan 6;5:1. doi: 10.1038/s41536-019-0086-3
**Supplement:** Supplementary file 1 — Supplementary Figures and Table

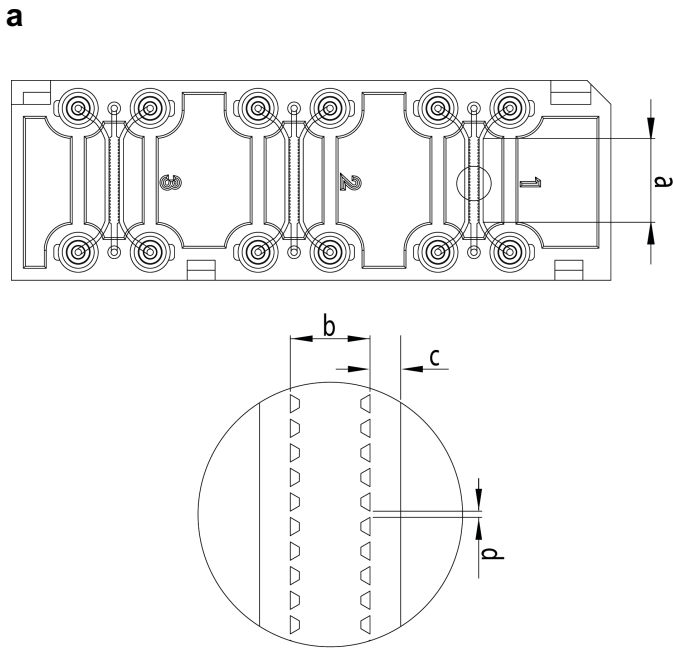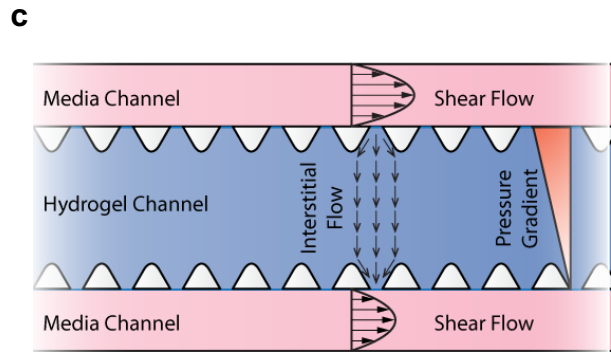

Dimensions:

a: Length of channels	10.50 mm
b: Width of gel channel	1.30 mm
c: Width of media channels	0.50 mm
d: Gap between posts	0.10 mm
Height of channels	0.25 mm

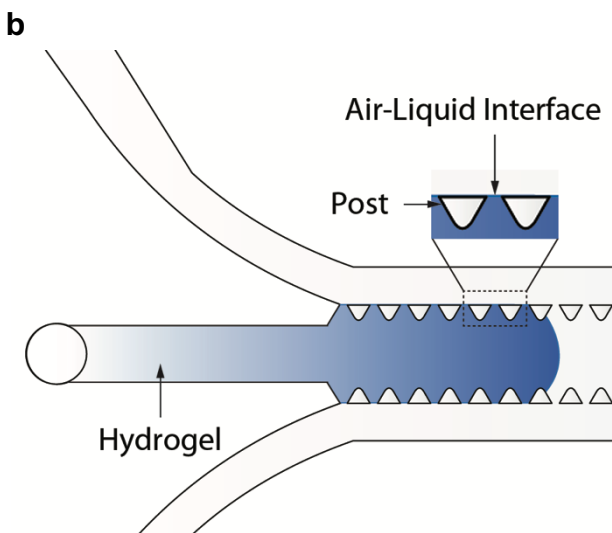

Supplementary Figure 1. Microfluidic device design. (a) Schematic diagram of AIM Biotech microfluidic devices. (b) Illustration of how microfluidic devices are loaded with hydrogels in the central channel. (c) Illustration of how microfluidic flows move from inlet pores, through the interstitium of the hydrogel, and through the outlets. Permission granted by AIM Biotech to reproduce these images.

```

clear all
close all

images = dir('*cut.tif');

% parameters found in GUI:
thresh = 0.1; % for binarizing image
pixel_thresh = 500; % minimum number of pixels for counting a region as vessel
ecc_thresh = 0.4; % minimum threshold to exclude round structures

mark_objects = 1; % possibility to mark and remove objects manually
draw_boarder_around_objects = 1; % possibility to draw boarder around regions to exclude

for i = 1:length(images)

    img_name = images(i).name;
    img = imread(img_name); % load in image (4 channels)
    img = img(:,:,1); % only first channel is important
    [img_height, img_width] = size(img,1);
    img_width = size(img,2);

    figure(1)
    imshow(img)

    img_bw = imbinarize(img,thresh); % binarize image
    img_cr = bwconncomp(img_bw); % find connected regions
    numPixels = cellfun(@numel,img_cr.PixelIdxList); % number of pixels for each connected region
    eccentricity = regionprops(img_cr,Eccentricity); % eccentricity for each connected region
    ecc = struct2cell(eccentricity);

    % filter out objects which are not vessels based on their size and
    % eccentricity
    img_detected_vessels = zeros(img_height, img_width);
    for j = 1:img_cr.NumObjects
        if numPixels(j) > pixel_thresh && ecc{1,j} >= ecc_thresh
            img_detected_vessels(img_cr.PixelIdxList{j}) = 1;
        end
    end

    figure(2)
    imshow(img_detected_vessels)

    %remove isolated objects manually:
    if mark_objects == 1
        index = 1;
        h = msgbox('Mark region')
        [x,y] = ginput(1);
        m = round(y);
        n = round(x);
        linindex = sub2ind([img_height, img_width],m, n);
        positions_list(index) = linindex;

        choice = questdlg('Mark another region?','Message box', 'Yes', 'No','Yes')
        while strcmpi(choice,'Yes');
            index = index + 1;
            [x,y] = ginput(1);
            m = round(y);
            n = round(x);
            linindex = sub2ind([img_height, img_width],m, n); % conversion of x,y coordinates into linear indices
            positions_list(index) = linindex;
            choice = questdlg('Mark another region?','Message box', 'Yes', 'No', 'Yes')
        end

        for k = 1:img_cr.NumObjects % remove all marked regions
            exist = [];
            compare = ismember(linindex,img_cr.PixelIdxList{k});
            exist = find(compare);
            if length(exist) == 0
                img_detected_vessels(img_cr.PixelIdxList{k}) = 0;
            end
        end

        % remove objects connected to vessels by drawing a boarder:
        if draw_boarder_around_objects == 1
            index = 1;
            h = msgbox('Select region')
            selected_region{index} = roipoly();
            choice = questdlg('Select another region?','Message box', 'Yes', 'No','Yes')
            while strcmpi(choice,'Yes');
                index = index + 1;
                selected_region{index} = roipoly();
                choice = questdlg('Select another region?','Message box', 'Yes', 'No', 'Yes')
            end
            selected_regions = selected_region{1};
            for l = 2:length(selected_region)
                selected_regions = selected_regions + selected_region{l};
            end

            img_detected_vessels = img_detected_vessels+selected_regions;
        end

        figure(2)
        imshow(img_detected_vessels)

        vessel_density(i) = nnz(img_detected_vessels)/(img_height*img_width);
    end
end

```

Supplementary MATLAB Code. Microvessel analysis.

a

b

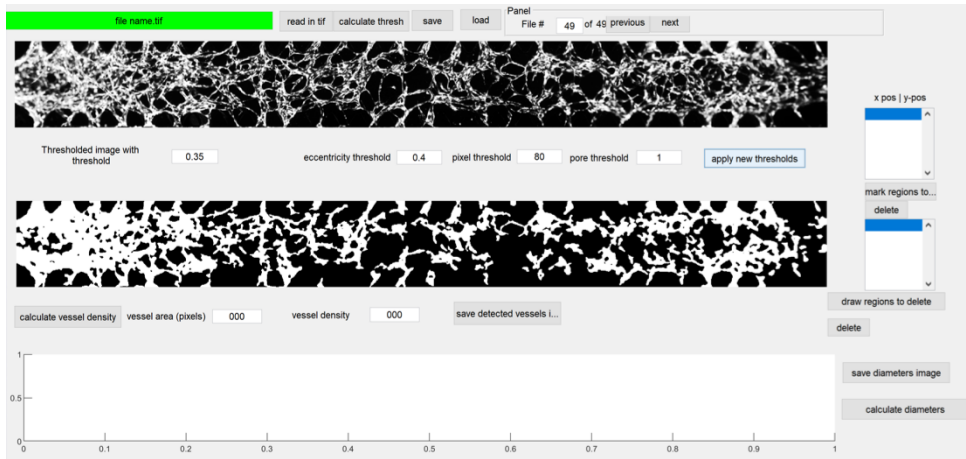

Supplementary Figure 2. Microvascular density quantification. Example of tiled image of μ VNs uploaded into the MATLAB program. Graphical user interface (GUI) was used to set thresholds for vessel density calculations.

Extracellular Matrix Genes (GO:0031012)

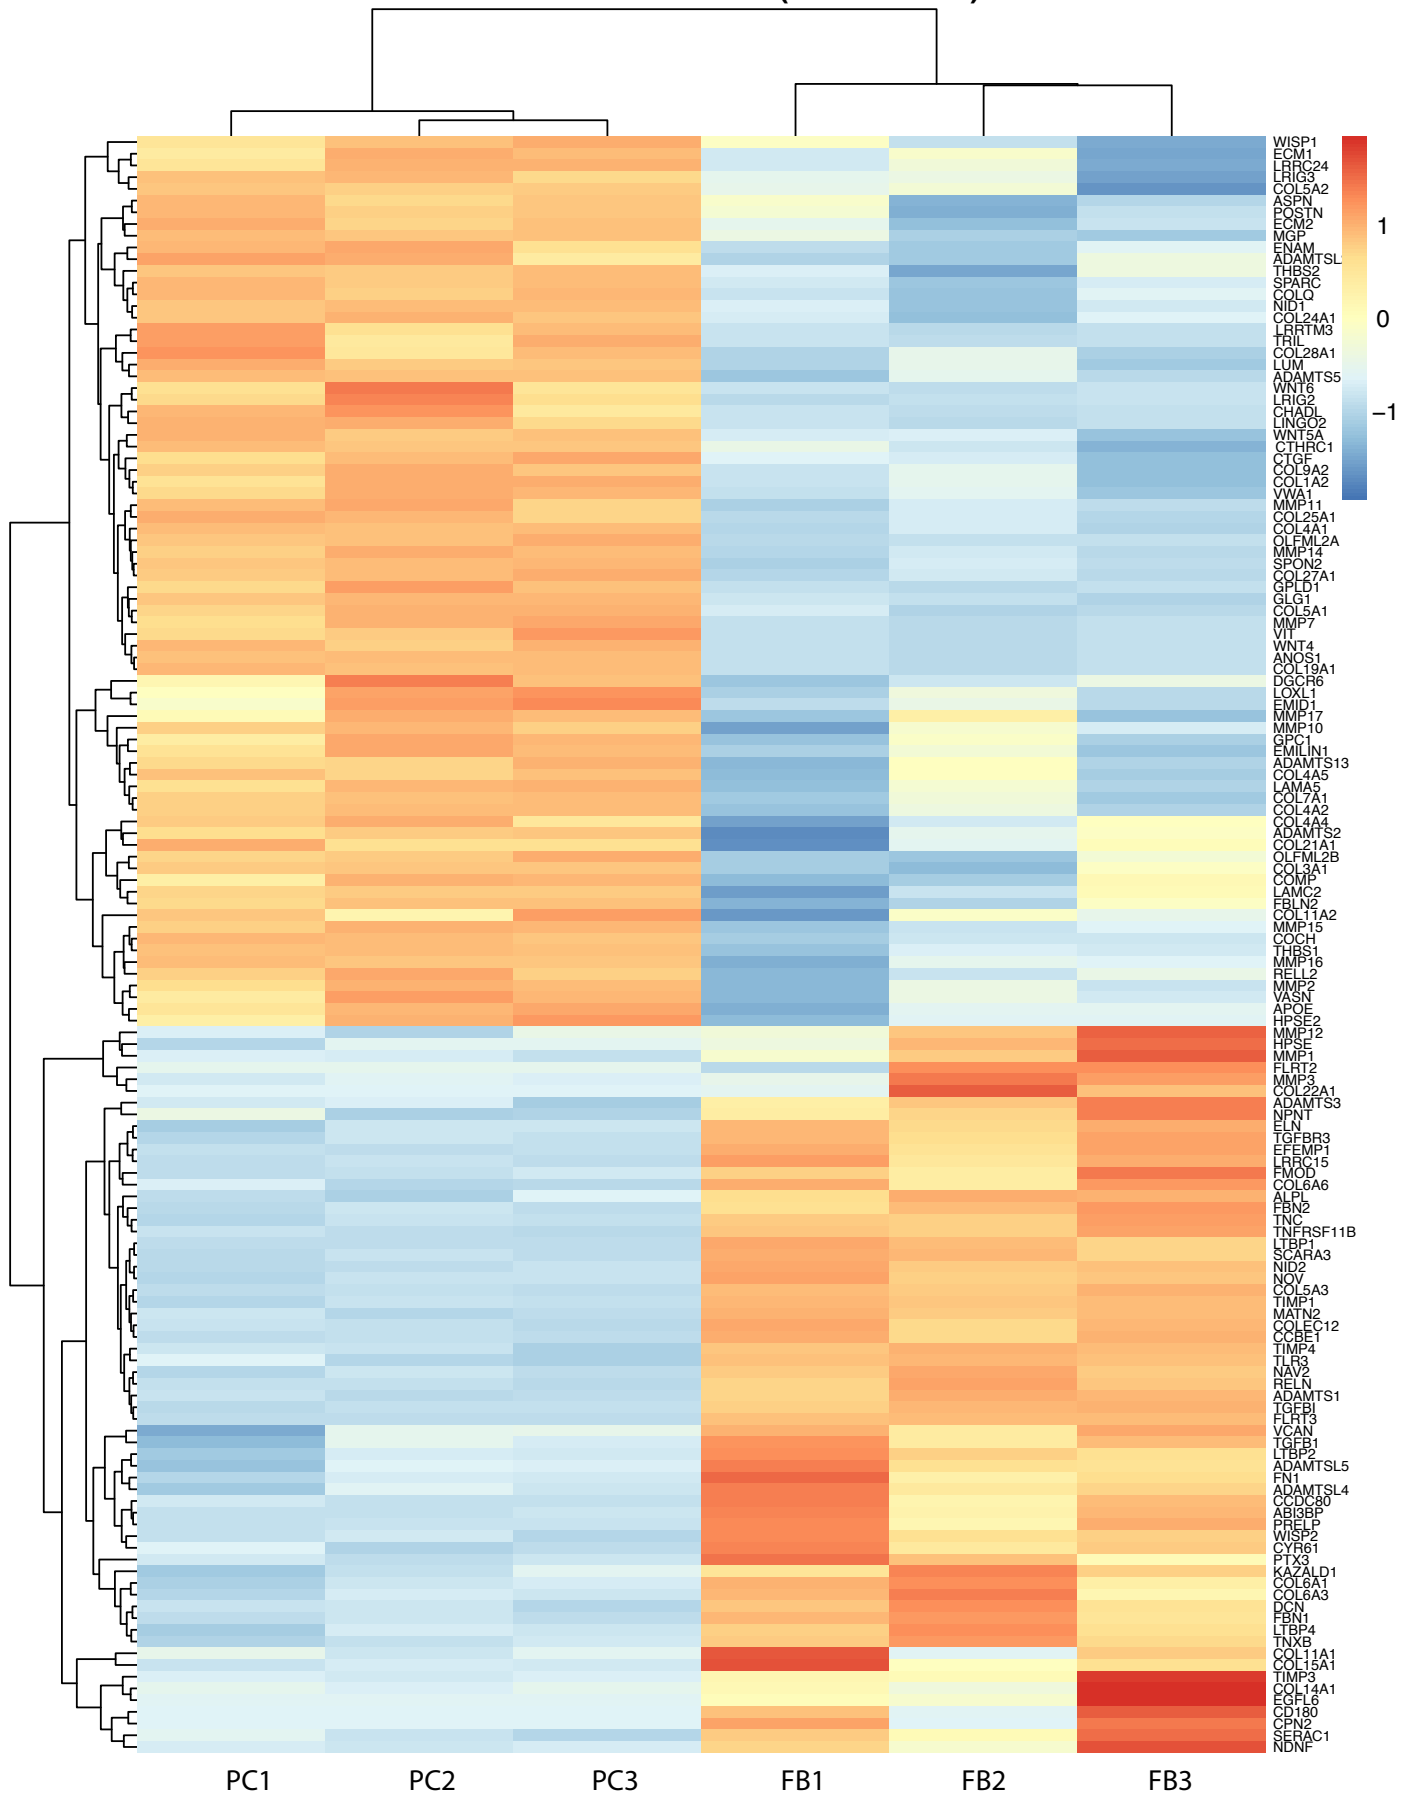

Supplementary Figure 3. Heatmap of PC and FB expression of extracellular matrix genes

Cell Matrix Adhesion Genes (GO:0007160)

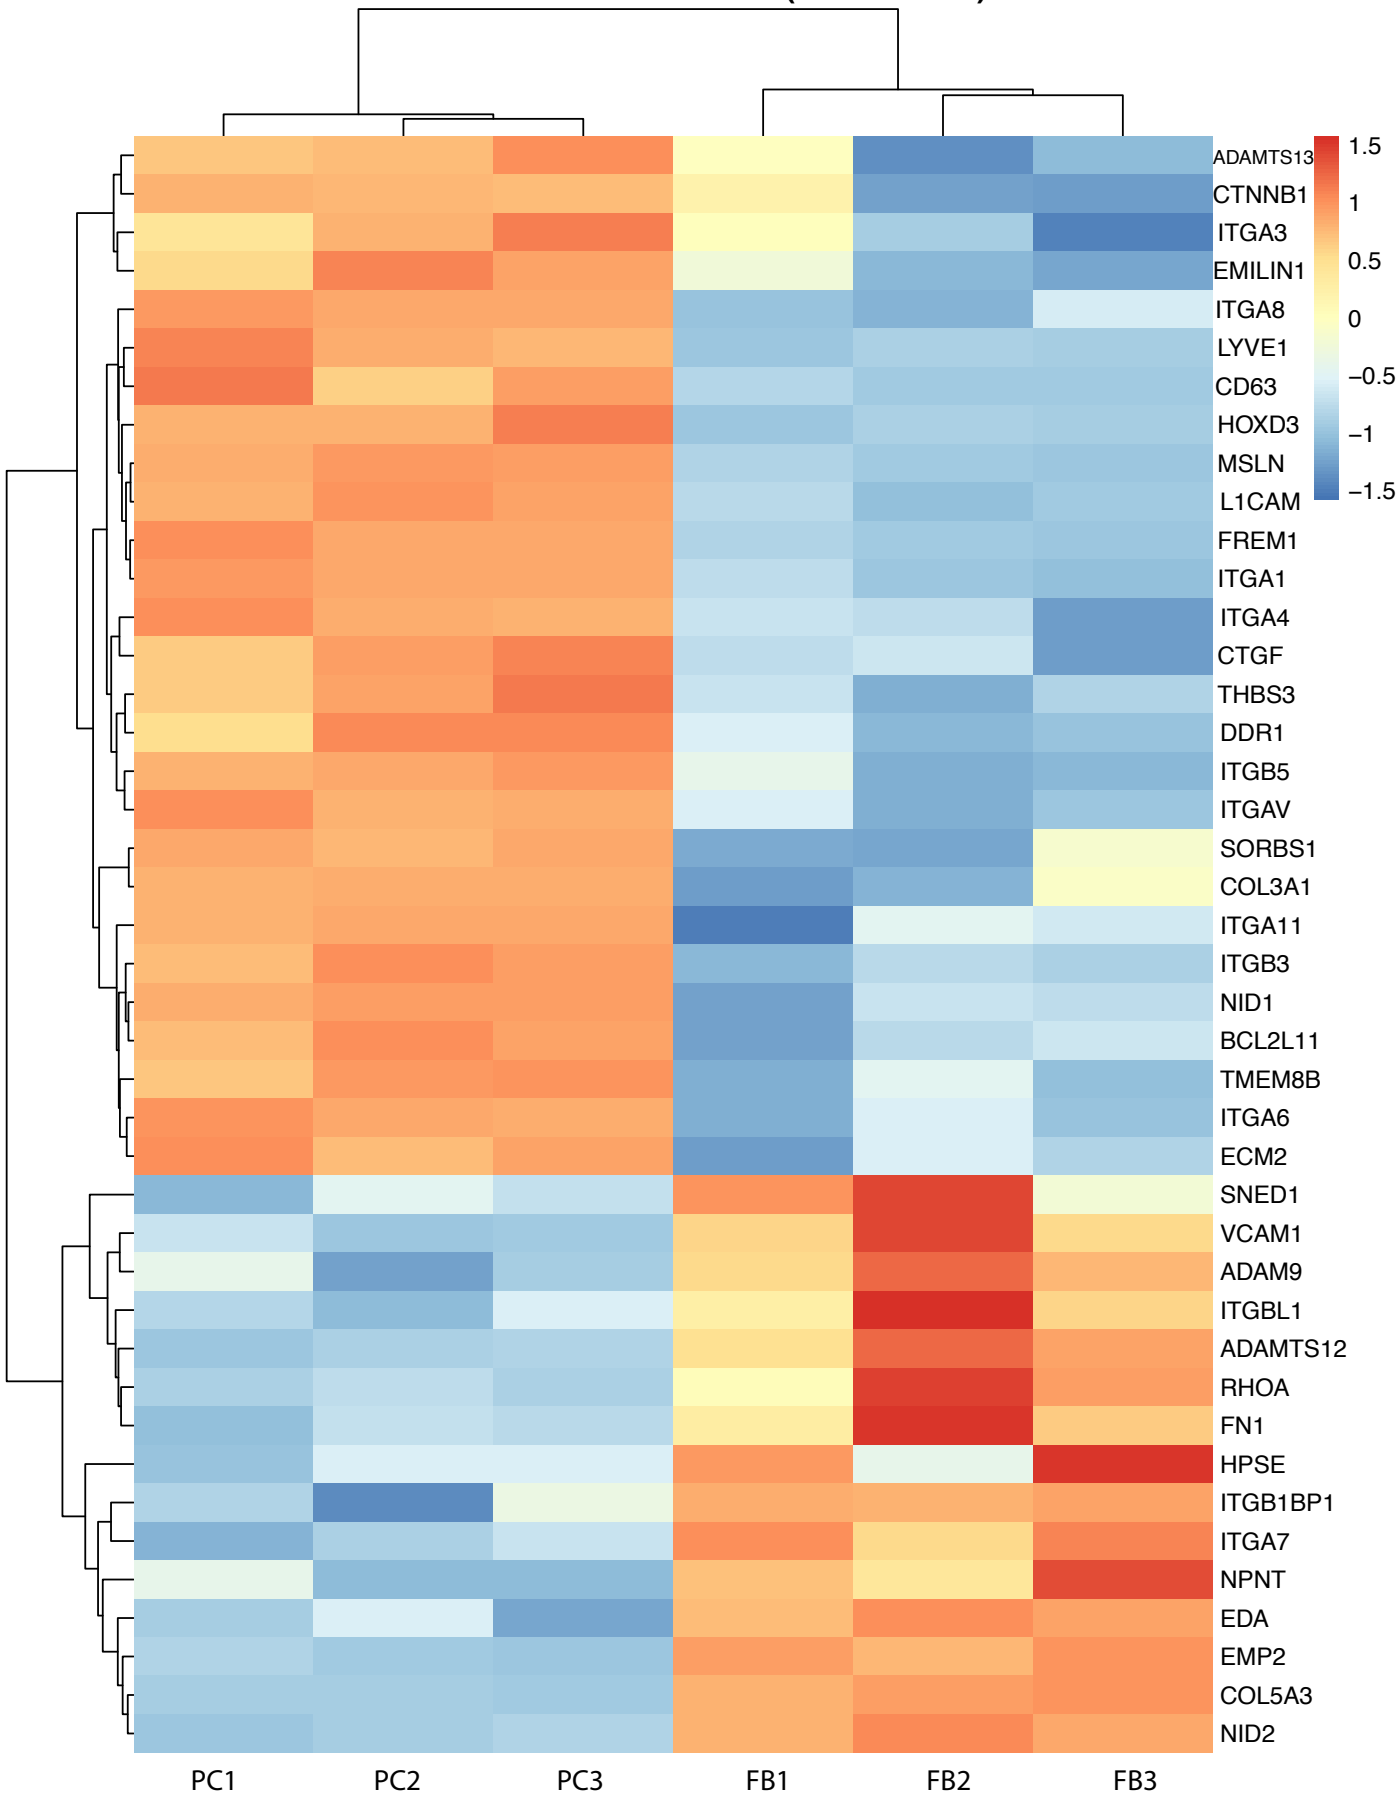

Supplementary Figure 4. Heatmap of PC and FB expression of cell matrix adhesion genes.

Cell Cell Adhesion Genes (GO:0098609)

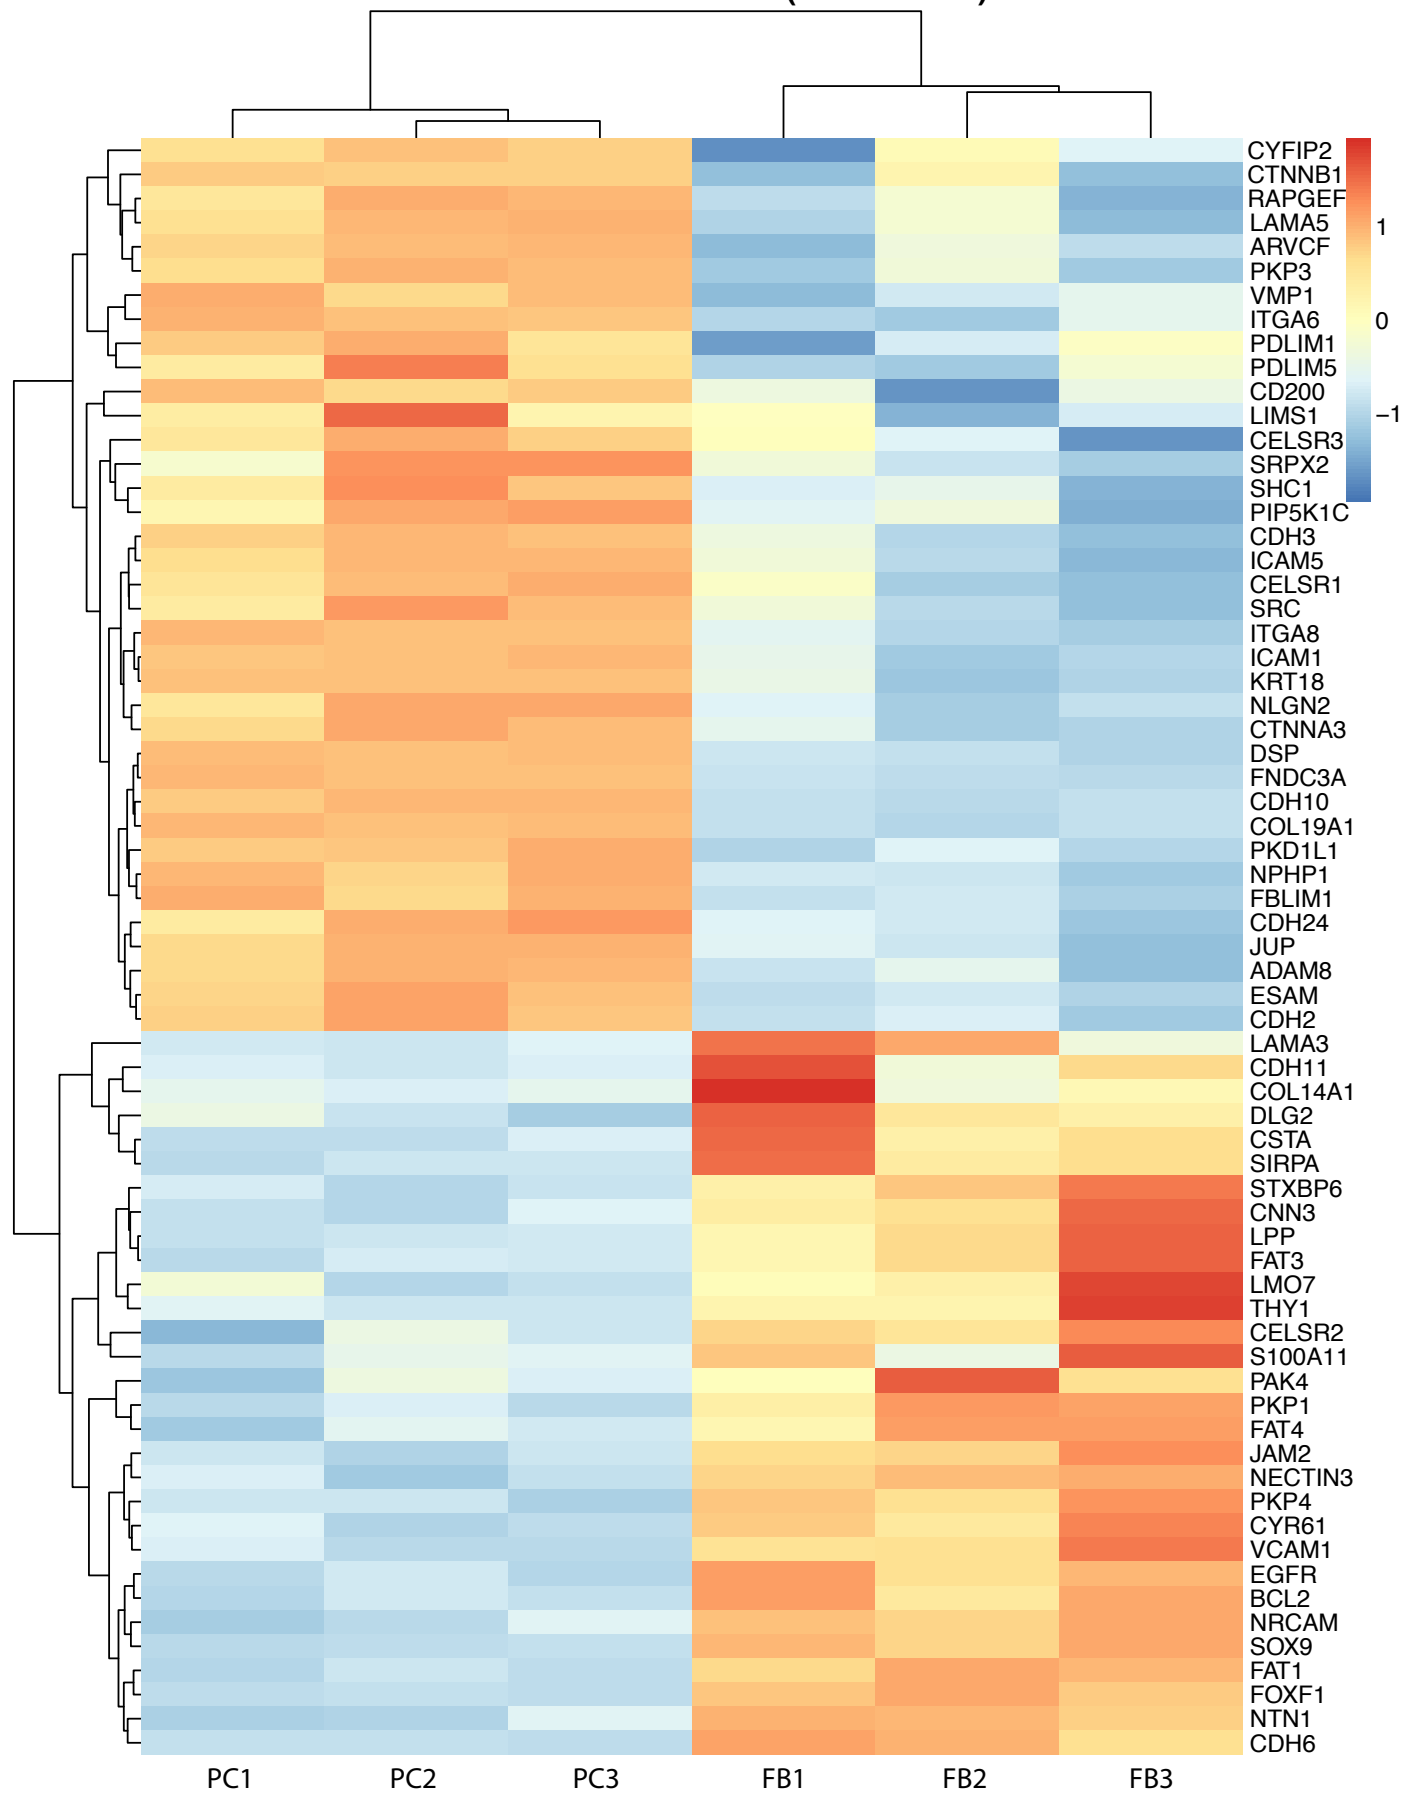

Supplemental Figure 5. Heatmap of PC and FB expression of cell cell adhesion genes

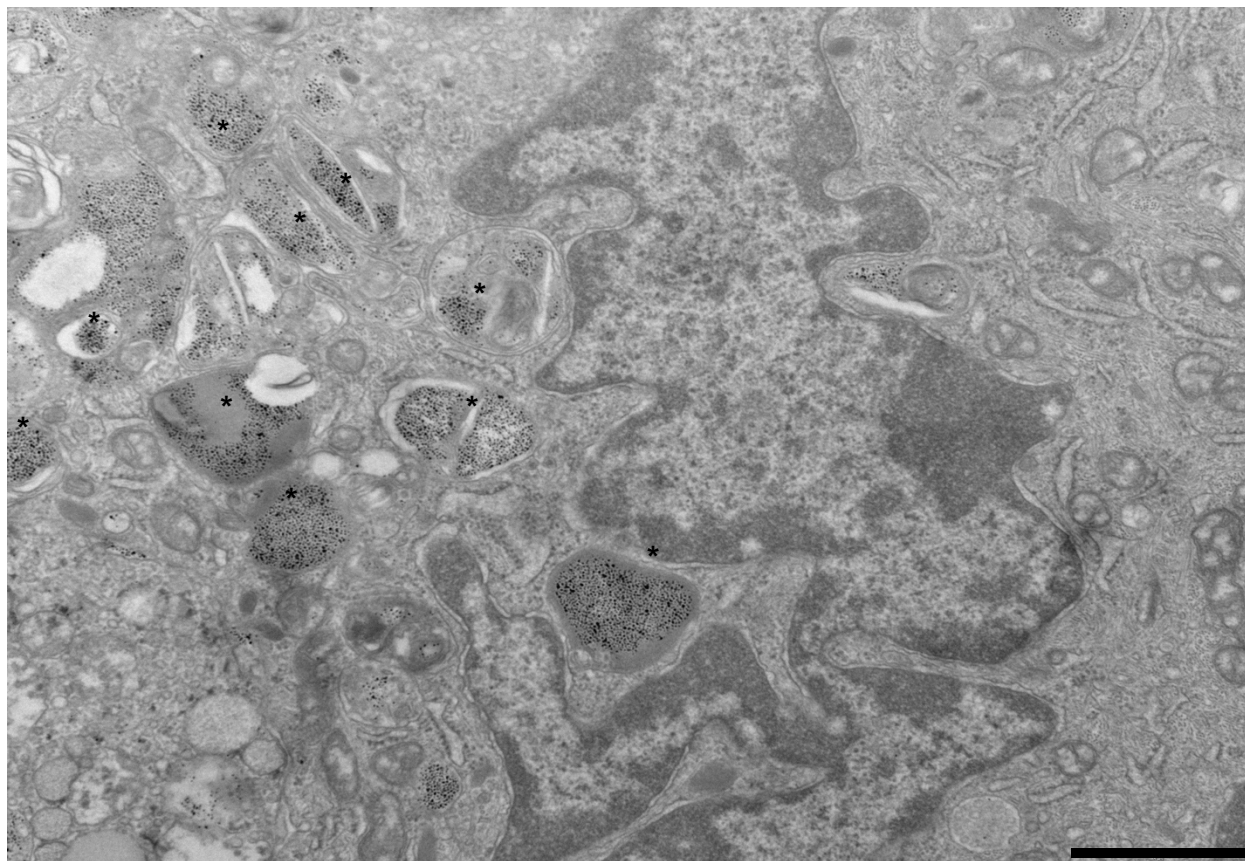

Supplementary Figure 6. Iron-labeled PC. PC incubated with iron MION particles and processed for TEM after 5 days. Asterisks (*) indicated iron-labeled endosomes.

EC + FB

7d

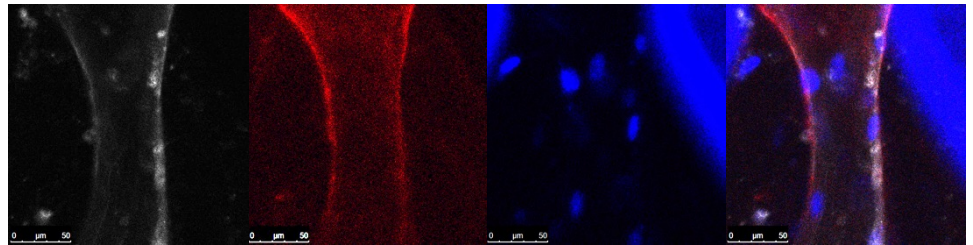

EC + FB + AmCyan PC

7d

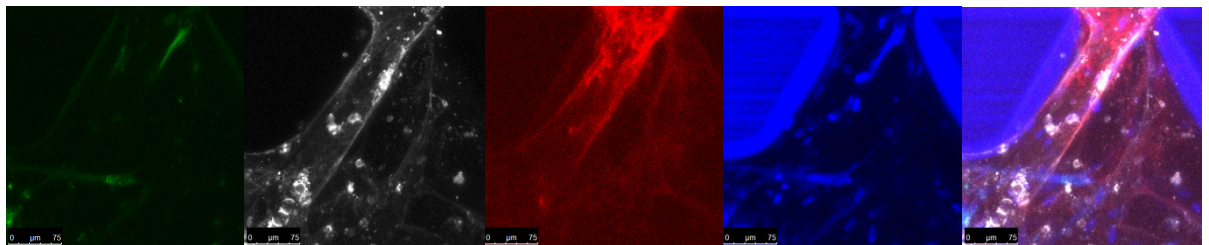

14d

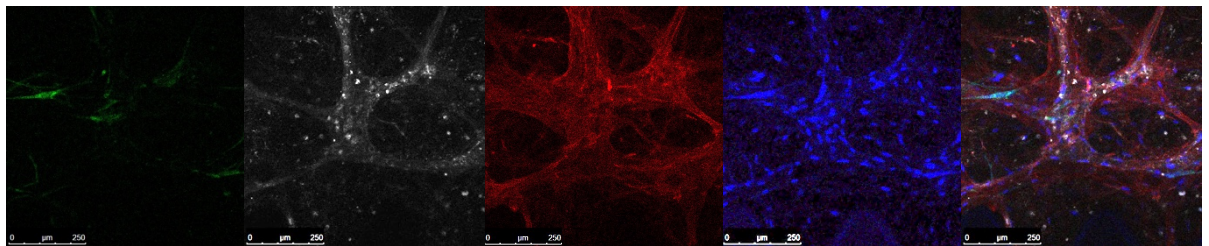

AmCyan

Ulex (EC)

Collagen IV

Hoechst (Nuc.)

Merge

Supplementary Figure 7. Collagen IV staining of μ VNs. (Top) Confocal images of EC and FB co-cultured within microfluidic device for 7 days. (Middle) EC, FB, and AmCyan expressing PC co-cultured for 7 and 14 days. ECs, collagen IV, and nuclei were stained with Ulex, anti-collagen IV, and Hoechst. Specific scale bars are labeled within each panel.

Supplementary Data 1. Transcriptional profiling of PCs and FBs. Gene expression data from RNA-seq comparison of human placental PCs and human lung FBs.

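Supplementary Data 1 gives, for each GENCODE gene, its identifier, type and name and the DESeq2-normalized counts of 3 FB and 3 PC libraries. A normalized count is the gene count of a library divided by that library's size factor, which corrects for sequencing depth but not for gene length, so values can be compared between libraries for a gene but not directly between genes of different length. The 1998 rows analysed here stand in the order of the deposited count table, with 1991 in the same place in both tables, and do not follow expression (Spearman's rho of row order and mean value 0.032, across genes). The share of these rows with a count was 38.5%, 34.3% and 35.2% in FB libraries 1, 2 and 3, and it was 38.4%, 34.3% and 35.7% over the whole count table. Within a cell type, log2 normalized counts of the tested genes correlated between libraries at 0.941 to 0.952 in FBs and at 0.981 to 0.985 in PCs (Pearson's r across genes, which are not independent replicates). The median coefficient of variation between libraries was 23.5% in FBs and 11.2% in PCs.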

Supplementary Data Files 2-4. MATLAB microvessel analysis code.

Supplementary Movie 1. Perfusion through μ VNs. High intensity fluorescent beads (2 μ m) were perfused through μ VNs to confirm perfusability.

Supplementary Movie 2. iMOD 3D Modeling of EC and PC interaction. EC border (in green), PC border (in blue), and microfilaments between the cells were manually contoured and meshed to construct a 3D model. The model was constructed in 3dmod, an image processing dialog found under iMOD programs. The tomography slices were opened in 3dmod and the outline of the cells was modeled in the main 3dmod window as a closed object. The microfilaments were modeled using the slicer tool which allowed us to follow and adjust for the x, y, and z orientation of the filaments. The contours were then meshed together and viewed in the model window. To better distinguish the origin of the microfilaments located between cells, microfilaments were outlined in three colors: dark blue, yellow, and magenta. Dark blue and yellow filaments originate in PC and EC, respectively. Magenta filaments connect EC and PC. Scale bar is 200 nm.

Cell-cell<br>Genes_PC	Cell-cell<br>Genes_FB	Cell-matrix<br>Adhesion<br>Genes_PC	Cell-matrix<br>Adhesion<br>Genes_FB	Extracellular<br>Matrix<br>Proteins_PC	Extracellular<br>Matrix<br>Proteins_FB
NLGN2	CDH6	ITGA11	ADAMTS12	ANOS1	LTBP1
CD200	JAM2	ECM2	EDA	COL11A2	CPN2
CDH10	SIRPA	SORBS1	ITGB1BP1	ASPN	LRRC15
ADAM8	FOXF1	ITGA3	NPNT	ECM2	TIMP4
CTNNA3	LMO7	ITGA1	RHOA	WNT5A	COLEC12
PIP5K1C	CDH11	MSLN	HPSE	COL4A1	TNFRSF11B
CXADR	NRCAM	HOXD3	COL5A3	COL4A2	NOV
PKP3	BCL2	ITGB5	ADAM9	LAMB1	KAZALD1
NPHP1	PKP4	BCL2L11	ITGBL1	LRRTM3	CCDC80
SRPX2	SOX9	L1CAM	EMP2	MMP14	EFEMP1
PDLIM5	COL14A1	ITGAV	ITGA7	COL4A5	ALPL
VMP1	PKP1	ADAMTS13	SNED1	VASN	COL15A1
SRC	CSTA	ITGA4	NID2	DGCR6	CCBE1
RAPGEF1	NTN1	CTNNB1	VCAM1	TRIL	TNXB
CDH24	CYR61	EMILIN1	FN1	VIT	NPNT
KRT18	STXBP6	COL3A1		LRRC24	COL14A1
DSP	THY1	ITGA6		LAMA5	FBN2
JUP	EGFR	TMEM8B		COL28A1	ABI3BP
CTNNB1	CNN3	ITGA8		COL27A1	ADAMTS1
ITGA6	NECTIN3	ITGB3		ENAM	FGF10
EPCAM	PAK4	LYVE1		EMID1	HPSE
ITGA8	S100A11	CTGF		ADAMTS5	MATN2
ARVCF	FAT1	CD63		POSTN	VCAN
ICAM1	VCAM1	FREM1		MMP15	HSPG2
CDH2	DLG2	NID1		VWA1	WISP2
SYNJ2BP-					
COX16		THBS3		COL1A2	NAV2
ICAM5				MMP16	RELN
COL19A1				THBS1	TGFBI
FNDC3A				ADAMTS10	COL5A3
CDH3				LOXL1	CD180
PKD1L1				WNT4	COL6A1
ESAM				THBS2	COL6A3
CYFIP2				MMP2	TIMP3
PDLIM1				SPON2	ADAMTS3
LRRC7				ADAMTS13	TGFBR3
FBLIM1				GLG1	DCN
SHC1				MGP	EGFL6
				COMP	FLRT2
				LTBP3	FLRT3
				MMP11	FMOD
				EMILIN1	PRELP
				GPC1	LTBP2
				ADAMTSL2	FGFR2
				APOE	HNRNPM
				COL7A1	CYR61
				COL3A1	TNC

				LRIG2	LTBP4
				LUM	TLR3
				COL5A2	NID2
				COLQ	COL22A1
				CTHRC1	MMP1
				COCH	MMP3
				PLSCR1	FBN1
				COL5A1	MMP12
				GPLD1	ELN
				FBLN2	TIMP1
				WISP1	ADAMTSL5
				LINGO2	ADAMTSL4
				HPSE2	COL6A6
				SPARC	SERAC1
				MFAP4	CLU
				COL19A1	MYOC
				COL24A1	TGFB1
				LRIG3	NDNF
				COL25A1	COL11A1
				CTGF	SCARA3
				RELL2	PTX3
				COL21A1	FN1
				AGRN	
				COL9A2	
				ADAMTS2	
				COL4A4	
				ADAMTS4	
				MMP7	
				OLFML2A	
				RARRES2	
				WNT2	
				OLFML2B	
				MMP10	
				CHADL	
				ECM1	
				EGFL7	
				NID1	
				WNT6	
				MMP17	
				LAMC2	

Supplementary Table. Genes included in GO analyses. List of extracellular matrix, cell-matrix adhesion, and cell-cell adhesion gene subsets examined by GO analyses.

How the deposited data were processed for this re-analysis (not part of the article)

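Gene expression was measured by RNA-seq in confluent monolayers of FBs (human lung, 3 donors) and PCs (human placenta, 3 donors), with 1 library per donor. The deposited counts were produced by the authors with HISAT2 (version 2.1.0) on hg38 and StringTie (version 1.3.3b) with its accompanying count script, limited to the reference annotation, after trimming of reads and exclusion of alignments with low quality scores, which also removes reads that match several places equally well. The alignment took strand into account. These whole-number counts are derived by StringTie from coverage, and the read length given to that script is not given in the sources used here, so their totals need not equal the number of read pairs. The count table holds the 3 FB libraries, with 46084569, 33097183 and 35255934 counts and 22368, 20001 and 20808 genes detected. A gene symbol was found for 57010 of the 57721 gene identifiers kept, and 0 of its columns lacked a sample.

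PC columns were not analysed from the count table. For PCs the paper's DESeq2-normalized counts were used, from the first 1998 of the 58287 rows of Supplementary Data 1 (3.43%). The authors' size factors were recovered, for FBs as the ratio of deposited count to normalized count and for PCs from the value of 1 read, and 100% of the values above 0 gave whole reads within a tolerance of 0.001. FB values of all genes were the deposited counts divided by these factors. Rows of XIST, related X-inactivation genes and Y-linked genes were removed (567 of the count table and 19 of the 1998).

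The comparison of FBs with PCs was planned as edgeR's quasi-likelihood test on counts of 6 libraries. Counts were at hand for the FBs and normalized counts for the PCs, and limma was used instead. It was run (version 3.58.1, with a mean-variance trend and robust estimation, in R 4.3.3) on log2(normalized count + 1). Genes tested had at least 10 normalized counts in at least 3 libraries (550 of 1979). An edgeR test (version 4.0.16) could also be run on the recovered reads of both cell types, and called 228 genes. DESeq2 (version 1.42.0) called 253, and both were alternatives. P-values were adjusted by the Benjamini-Hochberg method. On simulated counts of 536 genes for this comparison, limma recovered 68.4% of genes changed by 1 on the log2 scale and 85.6% of those changed by 2, with 0% false calls. The simulation was a single draw of independent genes with the same dispersion in both cell types. In the data the median coefficient of variation was 23.5% in FBs and 11.2% in PCs, so these rates need not carry over. No gene set test was run, because the comparable rows are a part of the table.

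Genes were named by a rule set before the data were examined: every gene that the text, Fig. 3b or the Supplementary Table names (the values of the paper had been seen for these), the 12 protein genes with the largest change in each direction among those past the threshold whose libraries do not overlap, with at least 10 CPM in the higher cell type, and up to 4 changed members per direction and the most abundant member of each of 39 gene lists. Because CPM could not be had for PCs, 10 CPM was taken as 478 normalized counts. The rule left out HLA genes, pseudogenes and unnamed clones. Genes named outside it were chosen after their values were seen: those at the study thresholds that the rule does not name (ICA1, SORBS2, SLA, AJAP1, NRK, MUSK, OGN and the clone AP000547.3), CALB2, the pseudogene MTND2P28, and list members given by their FB levels alone. Of 833 listed genes, 798 were matched to a gene identifier by symbol (Python 3.11.15, pandas 2.3.3), and 35 were not, among them all 28 replication-dependent histone genes, which the lists give under older symbols. Of the 833, 20 could be tested in both cell types. Positions are those of GENCODE release 44 on hg38.

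Libraries of a cell type were tested for duplicates by a chi-square test of their counts over genes; the statistic per degree of freedom was at least 42.1 in every pair, and no library was a duplicate. Replicate numbers 1 to 3 are given in both cell types but belong to different donors. A floor of 3 counts over the libraries of a group was used where a group had no count; floors cover counting error only. With 3 against 3 libraries, an exact permutation test of 1 gene cannot give a p under 0.1. Alternatives covered the tool, the size factors, the filter on low counts, depth, the pseudocount, the GC trend, the replicate block and leaving out each library.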

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

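The removal of the GC trend and the TMM size factors were chosen after the data were seen, and the prediction for the depth test, a setting planned before, was written after the result was seen. Of genes from lists set before the data were examined, 10 whose expression the paper's text does not compare passed the comparison of FBs with PCs (limma, adjusted p under 0.05), each reported as a log2 fold change of FBs over PCs from the paper's PC normalized counts and the FB values, with n = 3 donors per cell type. Of all 550 tested genes 43.5% passed, so a listed gene that passed is not unusual. The lists had few tested members, such as 2 of 30 proliferation genes and 1 of 25 interferon response genes. The genes named here therefore do not speak for their lists. MKI67 and CENPE, 2 genes of the mitotic cell cycle, differed by 2.04 and 2.27. CSPG4, the gene of NG2, which the paper mentions as a marker used to isolate mouse PCs, differed by 1.01. PTGS2 of the inflammatory genes differed by 3.94 and the interferon-stimulated gene USP18 by 2.102. The glycolytic genes LDHA and ALDOA differed by 1.41 and 0.80, the receptor gene NOTCH2 by 0.94, and INSIG1, a regulator of cholesterol synthesis, by -0.93. The value of 8.57 for PRG4, from the list of mesothelial markers, depends on the pseudocount, since PRG4 had no PC count; in the same list CALB2 did not pass the test.

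The proliferation genes were 4.57-fold (MKI67) and 4.96-fold (CENPE) higher in FBs by the ratio of means. MKI67 had 29405, 18035 and 9115 normalized counts in FB libraries 1 to 3 and 4124 ± 342 in PCs (SD, n = 3). Tests of technical explanations spoke against each as the whole source of the difference: the smaller log2 fold change of the pair was 1.88 (standard error 0.39) with the GC trend of each library removed, 1.92 (standard error 0.40) under the lowest of 3 sets of size factors from the compared rows, and 1.64 (standard error 0.29) without FB replicate 1. Passage and the sequencing batch of the PC libraries stay open, since each coincides with cell type. In the FBs alone, all 30 genes of the proliferation list had a mean of at least 10 normalized counts and 29 had at least 1000, led by TOP2A with 33156 ± 3187.

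CSPG4 had 7052 ± 2179 normalized counts in FBs and 3421 ± 474 in PCs, and the 3 FB libraries did not overlap the 3 PC libraries. Its log2 fold change was 1.42 (standard error 0.17) with the GC trend removed, 0.89 (standard error 0.26) under the lowest of 3 sets of size factors and 0.78 (standard error 0.18) without FB replicate 1, so none of these accounts for the difference alone. Its 5 annotated pseudogenes together had 0.290% of its FB normalized counts. A difference between the cell types in culture, and the batch of the PC libraries, cannot be told apart by this design.

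For the comparison as a whole, the split by cell type called 239 genes and each of the 9 other splits of the 6 libraries into 3 and 3 called 0 (limma; 0 to 31 genes at an unadjusted p under 0.05), and 14 against 0 at the study thresholds. Only 1 of 10 splits was as large in either case, and 10 splits are too few for a share under 0.05. The other splits each mixed both cell types, so the difference between cell types widened their within-group spread. Their lack of calls therefore says little about chance. After removal of the GC trend 236 genes passed, so GC content does not account for most of the calls. After thinning all libraries to the smallest 231 passed. Values were already divided by size factors, so thinning shows only that unequal counting noise does not account for most of the calls. The batch of the PC libraries and cell type cannot be told apart.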

How the results depend on the processing

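The edgeR fit on recovered reads, DESeq2 without a filter, TMM size factors, pseudocounts of 0.5 and 10 and the removal of the GC trend were chosen after seeing the data; the other settings were set before the data were examined. The genes higher in FBs numbered 108 to 146 and those higher in PCs 95 to 118 with other tools, size factors, filters, pseudocounts, thinned or halved counts and the GC trend removed, against 129 and 110, and no call shared with the limma fit changed sign. Leaving out each library gave 101 to 146 genes higher in FBs, 68 to 136 higher in PCs and 14 to 18 at the study thresholds, with the lowest PC numbers, 68 and 73, without PC replicate 3 and PC replicate 2; fewer libraries were then compared. The 14 genes at the study thresholds became 5 at a pseudocount of 10, which lowers the fold of genes with few counts, 28 with DESeq2 and no filter on low counts together (14 for limma without the filter, 17 for DESeq2 with it), and 0 with edgeR's glmTreat test against a log2 of 5 (16 genes at an unadjusted p under 0.05), which asks that the change exceed 5 beyond its error. They were 10 to 18 under the other settings. The median log2 fold change was 0.03 and moved to -0.09 with upper-quartile size factors. Of the 36 named genes past the threshold, all 36 kept direction and call in every setting in which they were tested, other than leave-one-out fits, and 35 kept both in the leave-one-out fits, the exception being PCMTD1. FB levels of 30 named genes moved by at most 1.01-fold with other size factors. These factors had been set to the same geometric mean as the authors', so only their balance between FB libraries was varied. Without 1 library, by a measure chosen after the results were seen, 8 of the 30 moved by over 1.5-fold (ANG, TGFA, LAMA5, ITGA8, ITGA11, ESAM, ICAM1 and FBLN2), with ITGA8 between 3.10 and 20.7 and FBLN2 between 1027 and 1988 normalized counts, as did the fold changes of 5 called genes (PRKG2, VCAM1, PTGS2, WNK4 and FGF10). With the replicate block, 123 genes were higher in FBs, 102 in PCs and 14 at the study thresholds. The numbers label different donors and do not pair them. Deviations of same-numbered libraries correlated weakly, at 0.070, 0.126 and 0.099. Each library correlated best with its own number, but no pairing is read from this. The comparison of HGF between cell types, the camera and fry tests of gene lists and their alternatives were not run, since PC values of HGF and of most list members were not analysed here.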

Differences from the paper's values

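None of the 9 values compared differed from the paper's by more than 1.5 times. The FB means used size factors recovered from the paper's own normalized counts. Their match with Fig. 3b was therefore built in and is not an independent check. The mean FB depth was 38.1 M counts and the paper's value is 32 M paired-end reads, which are unlike measures. In Fig. 3b the legend names regularized log counts and the axis normalized counts; the FB means here match the figure on the scale of normalized counts. HGF was 6811 normalized counts here and about 6800 in Fig. 3b, read by eye, ANGPT1 3631 and about 3600, PCOLCE 10188 and about 10000, SPARC 114850 and about 110000, IGFBP7 6960 and about 6700, TGFBI 117210 and about 110000, COL1A1 690025 and about 700000, and ANG 55.4 and about 55, all read by eye. The paper's number of differentially expressed genes covers the whole table and was not set beside the number from the rows compared here.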

Other observations

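Beyond the genes the paper discusses, FBs in monolayer expressed contractile genes. All 17 genes of the contractile list had a mean of at least 10 normalized counts, led by CALD1 with 62088 ± 11285, MYLK with 61128 ± 12939 and ACTA2, the gene of smooth muscle actin, with 56172 ± 10302 (SD, n = 3 donors); MYH11, a gene of smooth muscle myosin, had 29256 ± 13355. Of 21 pericyte markers, 14 reached a mean of 10 in FBs, with CD248 at 12552 ± 7169, ANPEP at 11299 ± 4901, PDGFRB at 6196 ± 1562 and RGS5 at 263 ± 15.7. All 11 transcription factor genes of lung mesenchyme were detected, led by TBX3 with 9169 ± 1344, FOXF1 with 8052 ± 1625 and TBX2 with 8013 ± 1711. Of 22 genes commonly induced by TGF-beta, 21 were matched and all 21 had a mean of at least 10. Of 23 metalloproteinase and TIMP genes, 17 were detected, with TIMP1 at 71288 ± 4314 and MMP2 at 39912 ± 7692. Of 19 Wnt ligand genes 7 reached a mean of 10, and WNT5A was the only one above 1000. PC levels of these genes, other than CSPG4, were not analysed here.

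Markers of other cell types were mostly low in FBs. Among 15 endothelial markers TEK was highest with 280 ± 43.2 normalized counts, and PECAM1 and CDH5 had no count. Among 16 leukocyte markers, CD68, which stromal cells also express, had 2024 ± 521 and PTPRC had no count. Among 20 epithelial markers, a list that does not hold KRT7, MUC1 was highest with 730 ± 461, and CDH1 had a count in FB library 3 only. Of 25 trophoblast markers, KRT7 had 5195 ± 4970, a spread between FB libraries nearly as large as its mean. PSG4 and PSG5, members of a family of close paralogs whose counts are uncertain, had 991 ± 245 and 877 ± 496. Of 12 mesothelial markers BNC1 had 1252 ± 616. Of 12 decidual stroma markers IGFBP6 had 2427 ± 317.

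FB library 1 stood apart in the share of its counts in mitochondrially encoded mRNAs (5.02%, against 18.3% and 17.0%) and in the share of the 100 most abundant genes (26.8%, against 38.6% and 36.6%). The mitochondrial pseudogene MTND2P28, chosen after its values were seen, had 309, 126942 and 606 normalized counts in FB libraries 1 to 3 and 160, 165 and 137 in the PC libraries. Without FB replicate 1, 146 genes were higher in FBs and 136 in PCs. No explanation of this difference between FB libraries was tested.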
